# Maternal bile acid transporter deficiency promotes neonatal demise

**DOI:** 10.1038/ncomms9186

**Published:** 2015-09-29

**Authors:** Yuanyuan Zhang, Fei Li, Yao Wang, Aaron Pitre, Zhong-ze Fang, Matthew W. Frank, Christopher Calabrese, Kristopher W. Krausz, Geoffrey Neale, Sharon Frase, Peter Vogel, Charles O. Rock, Frank J. Gonzalez, John D. Schuetz

## Abstract

Intrahepatic cholestasis of pregnancy (ICP) is associated with adverse neonatal survival and is estimated to impact between 0.4 and 5% of pregnancies worldwide. Here we show that maternal cholestasis (due to Abcb11 deficiency) produces neonatal death among all offspring within 24 h of birth due to atelectasis-producing pulmonary hypoxia, which recapitulates the neonatal respiratory distress of human ICP. Neonates of Abcb11-deficient mothers have elevated pulmonary bile acids and altered pulmonary surfactant structure. Maternal absence of Nr1i2 superimposed on Abcb11 deficiency strongly reduces maternal serum bile acid concentrations and increases neonatal survival. We identify pulmonary bile acids as a key factor in the disruption of the structure of pulmonary surfactant in neonates of ICP. These findings have important implications for neonatal respiratory failure, especially when maternal bile acids are elevated during pregnancy, and highlight potential pathways and targets amenable to therapeutic intervention to ameliorate this condition.

## Abstract (web summary)

The mechanisms underlying perinatal mortality due to intrahepatic cholestasis of pregnancy are not fully understood. Here, the authors show that absence of the nuclear receptor and bile acid regulator Nrli2 and the biliary transporter Abcb11 strongly reduces maternal serum bile acid levels, improving neonatal survival.

Some women, with no history of liver disease, develop cholestasis during pregnancy that typically presents late in gestation. These women are diagnosed with intrahepatic cholestasis of pregnancy (ICP) and exhibit pruritus and elevated serum bile acids. The frequency of ICP varies between 0.4 and 5% (refs 1, 2, 3, 4, 5, 6) with the prevalence being higher in some ethnic groups. These findings and evidence of family clustering suggests a genetic basis with a number of biliary transporters (for example, *ABCB4* (*MDR3*), *ABCB11* (*BSEP*), *ABCC2* and *ATP8B1*) being implicated as causing ICP. In addition, environmental factors might contribute, as inhibition of these transporters by medications or dietary constituents can also elevate maternal bile acids^7^. For example, drug-induced inhibition of the primary hepatic bile acid transporter, ABCB11, produces cholestasis in man and rodents^7^. Nonetheless, the maternal symptoms of ICP resolve within a short period of time postpartum.

In contrast to the benign outcome of maternal ICP, neonatal outcomes of ICP are adverse^1^,^8^,^9^. In particular, respiratory distress is unfavourable. The mechanism(s) accounting for ICP-associated infant perinatal mortality, due to respiratory distress, are unclear^1^,^2^,^10^. Respiratory distress is an unexpected outcome for term and near-term infants. It is possible that elevated maternal bile acids impact lung development, however, while possible, this seems unlikely given the apparently normal lung maturation^10^. Other studies have suggested that lung surfactant levels are depleted^10^.

We previously demonstrated that *Abcb11*^−/−^ mice develop intrahepatic cholestasis^11^. The goal of this work was to determine if pregnant *Abcb11*^*−/−*^ mice display neonatal phenotypes similar to human ICP. Our studies showed neonates from *Abcb11*^−/−^ mothers exhibited perinatal lethality. The basis for the survival defect was related to pulmonary failure secondary to defects in surfactant structure associated with pulmonary bile acid accumulation. We then determined that bile acids disrupt the structural order of pulmonary surfactant lipids. Importantly, when mothers lack the nuclear receptor Nr1i2 (*aka Pxr*, a regulator of bile acid homoeostasis) and Abcb11, maternal bile acids were reduced and neonatal survival was dramatically increased. These findings not only represent an important animal model to advance treatment and understanding of ICP, they also reveal pathways that might be exploited to improve neonatal outcomes.

## Results

### Newborn death caused by atelectasis

We discovered, by serendipity, that neonatal pups produced by *Abcb11*^−/−^ mothers did not survive. By further interbreeding studies, we found 100% of newborns die within the first 24 h from *Abcb11*^−/−^ mothers, despite the different genotypes of fathers (wild type (WT), *Abcb11*^−/+^ and *Abcb11*^−/−^; Fig. 1a). These interbreeding schemes demonstrated that neither the father's nor neonate's *Abcb11* genotype were essential contributors to neonatal death. Although the body weight (BW) of neonates from *Abcb11*^−/−^ mothers was similar to those of WT (Fig. 1b), the mice were morphologically indistinguishable (Supplementary Fig. 1). However, a consistent and major phenotype distinguishing neonates produced by *Abcb11*^−/−^ mothers was their pale pink colour compared with the normal ruddy, reddish-pink of healthy neonatal pups (Supplementary Fig. 1). This observation suggested that neonatal death might be due to poor oxygenation.

To rule out neonatal genotype as the cause of postnatal death, parental mice were intercrossed to produce only heterozygous offspring as follows: *Abcb11*^−/−^ males were bred with WT females or *Abcb11*^−/−^ females bred with WT males. Virgin *Abcb11*^−/−^ females have been shown to elevate serum bile acid levels and develop cholestasis-induced liver injuries^11^ and the studies conducted herein used mice ≤3 months to minimize liver injury. Necropsy of these heterozygous neonates of *Abcb11*^−/−^ females revealed normal morphology and histology in the major organs, including liver, kidney, brain and heart. The only exception was the collapsed alveoli (atelectasis) in the lungs of the neonates from *Abcb11*^−/−^ mothers (Fig. 1c).

Interestingly, atelectasis appears unrelated to altered lung development or vasculature defects. Using microarray analysis and timed pregnancy, we evaluated expression of developmental genes at embryonic day 18.5 (E18.5) and postnatal day 0 (PN0; Supplementary Fig. 2a). 

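The lung data came from 6 arrays, 1 for each of 3 stages (E17.5, E18.5 and PN0) and each mother (WT or Abcb11-/-), so no difference at a single stage has a replicate check. The legend of Supplementary Fig. 2 gives 3 embryos or neonates per group, and the labels name a mouse for each array. How many animals each array stands for is not stated. Every lung array carried both Xist, the X-inactivation transcript made in female cells, at log2 values of 8.34 to 10.19, and the Y-linked gene Eif2s3y, at 6.37 to 8.06. Eif2s3y was at 2.55 or lower on the liver arrays of female mice. With an Abcb11-/- mother, Xist lay 1.29 or more above the lung array where it was lowest, which argues against a single pup on each of those arrays. At PN0, 51 genes were at least 2-fold higher and 28 at least 2-fold lower with an Abcb11-/- mother, among 5412 genes whose brighter array reached a log2 value of 7. At E18.5 the numbers were 9 and 2 of 5463 genes, and at E17.5, a stage of which the paper shows no array values, 80 and 14 of 5590. The E17.5 array of the Abcb11-/- mother carried raised hepatocyte genes (median log2 difference 4.30) and skeletal muscle genes (2.53). Smooth muscle genes (-1.03), heart muscle genes (-0.79) and cell cycle genes (-0.63) were lower. Erythroid genes (1.13), neutrophil genes (0.98), ciliated cell genes (0.37) and club cell genes (0.31) were higher. With averaged probe sets, smooth muscle genes were at -0.31, heart muscle genes at -0.49 and erythroid genes at 0.69 at E17.5. The genes furthest apart at PN0 included Egr1, an immediate-early transcription factor (log2 difference 3.31), Egln3, an oxygen-sensing prolyl hydroxylase (2.66), and Ppp1r3b, a glycogen-targeting phosphatase subunit (2.45). Angptl4, an inhibitor of lipoprotein lipase (-1.89), and Hpgd, which degrades prostaglandins (-1.66), were lower. Markers of other cell types also differed at PN0. The median log2 difference was 0.74 for 15 heart muscle genes (0.51 with averaged probe sets) and -0.69 for 9 neutrophil genes. Fibroblast genes (0.38), cell cycle genes (0.36) and hepatocyte genes (0.33) were higher as well, each above percentile 99. So were erythroid genes (0.35) and smooth muscle genes (0.34), which were at 0.18 and 0.10 with averaged probe sets. With a mean log2 value of at least 6, erythroid genes were at -0.10 (4 genes) and smooth muscle genes at 0.34 (6 genes). The deposited values are log2 signals that the authors summarized by robust multiarray averaging, with array medians of 3.63 to 3.68 in the lung. They were used as deposited, with the brightest probe set standing for each of 17097 named genes. Lists of genes were described by their median difference and its percentile among 10000 random lists of the same size and similar expression, which describes these arrays and is not a test. A limma model with terms for stage and mother called no gene for a difference with the mother over the 3 stages at an adjusted p under 0.05 (867 at an unadjusted p under 0.05), on 2 residual degrees of freedom.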

Expression of key genes in lung development was unaltered between the neonates produced by WT and *Abcb11*^−/−^ mothers. 

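Cebpa, Foxa1 and Foxa2, transcription factors of the lung epithelium, were within 1.5-fold with either mother at E18.5 and PN0. At E18.5, Cebpa had a log2 value of 8.82 with a WT mother and 8.96 with an Abcb11-/- mother, and at PN0 8.75 and 8.76. Foxa1 was at 9.49 and 9.56 at E18.5 and at 9.13 and 9.43 at PN0. Foxa2 was at 8.29 and 8.11 at E18.5 and at 8.60 and 8.28 at PN0. At E17.5, where the array of the Abcb11-/- mother also carried hepatocyte transcripts, Cebpa was at 7.98 and 8.71. Of 42 measured genes of a list of transcription factors and signals of lung development, none was 1.5-fold apart at E18.5. At E17.5, 4 were at least 1.5-fold higher with an Abcb11-/- mother and 2 were lower, and at PN0 5 were higher and 1 was lower. The largest differences at PN0 were in the mesenchymal signals Wnt2 (0.92) and Fgf10 (0.88), in Sox9, a factor of the distal airway tips (0.82), and in the lung epithelial factor Nkx2-1 (-0.60), whose probe set was dim on both arrays (3.82 and 3.23). The median difference of the list was 0.03 at E18.5 (percentile 68.1) and 0.10 at PN0 (percentile 96). Each value is from a single array, so differences of this size cannot be told from the spread between animals.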

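At PN0, surfactant protein C (Sftpc) was at log2 values of 13.36 with a WT mother and 13.39 with an Abcb11-/- mother, the lamellar body lipid transporter Abca3 at 10.53 and 10.59, and the phospholipid-remodelling enzyme Lpcat1 at 11.01 and 11.05. Sftpc lay close to the brightest value of either array (13.56 and 13.54), so its levels may not show a difference. None of 14 measured surfactant and type II cell genes was 1.5-fold apart at E18.5 or PN0, and their median difference was -0.01 at E18.5 and 0.02 at PN0. At E17.5, 5 of the 14 were at least 1.5-fold higher with an Abcb11-/- mother (median 0.255, percentile 100), on arrays where ciliated cell, club cell, hepatocyte and skeletal muscle genes were higher too and cell cycle genes lower. Of 26 measured genes of fatty acid, phospholipid and cholesterol metabolism, none was 1.5-fold apart at E18.5, and 6 were at least 1.5-fold higher with an Abcb11-/- mother at E17.5. At PN0, 4 were at least 1.5-fold higher with an Abcb11-/- mother. They were the fatty acid desaturase Scd1 (10.45 and 11.90), Insig1, a regulator of sterol synthesis (log2 difference 0.74), the fatty acid carrier Fabp5 (11.38 and 12.01) and fatty acid synthase, Fasn (9.79 and 10.39). Cpt1a, which brings fatty acids into mitochondria for oxidation, was lower (log2 difference -1.07). The median difference of this list at PN0 was 0.06 (percentile 82.3) and was -0.02 when all probe sets of a gene were averaged. Whether the label Fas in Supplementary Fig. 2b means the gene Fas or Fasn is not stated. The gene Fas was at 6.91 and 6.84 at E18.5 and at 7.42 and 7.14 at PN0. The figure was read by eye at about 7.2 and 7.4 at PN0, closer to Fas than to Fasn.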

Further, there was no evidence for changes in expression of genes related to lipid metabolism (Supplementary Fig. 2b). Using *Aqp5* and *Meca32*, as markers of type I pneumocytes and vascular cells, respectively, we found that protein (Supplementary Fig. 3a) or mRNA expression (Supplementary Fig. 3b) were no different in the postnatal lungs (PN0, the day of birth) between neonates from *Abcb11*^−/−^ mothers interbred with WT males, WT females intercrossed with WT males and WT females mated to *Abcb11*^−/−^ males. We also evaluated changes in proliferation for the lungs. Ki67 staining, an indicator of proliferation, showed extensive, but similar proliferation in lungs of neonates from either WT or *Abcb11*^−/−^ mothers (Supplementary Fig. 4a). There was little detectable apoptosis as measured by Caspase 3-positive cells, in neonatal lungs and no detectable difference between neonates from *Abcb11*^−/−^ versus WT mothers (Supplementary Fig. 4b).

Maternal corticosterone rises during the last trimester of pregnancy and is crucial for normal lung development and surfactant gene expression^12^,^13^. Maternal serum corticosterone concentrations were measured before mating (P0) and at day 17.5 of pregnancy (P17.5; Supplementary Fig. 5). As expected, the level of corticosterone increased during pregnancy in both *Abcb11*^−/−^ and WT mothers, but the levels at P0 and P17.5 were not significantly different between WT and *Abcb11*^−/−^ mothers (Supplementary Fig. 5). This indicates that the collapsed alveoli in neonates from *Abcb11*^−/−^ mothers are not due to maternal insufficiency of corticosterone. Consistently, embryonic lungs at E17.5 and E18.5 exhibited no morphological differences (Supplementary Fig. 6a) or changes in surfactant protein c, Sftpc, a marker of type II cells (Supplementary Fig. 6b). These data suggest that the collapsed alveoli are not due to impaired foetal lung development.

### Altered pulmonary surfactant induced hypoxia

Transmission electron microscopy revealed an abnormal ultrastructure of the lungs of neonates from *Abcb11*^−/−^ mothers. The septa between alveoli were thicker compared with the typically thin septa in the neonates of WT females (Fig. 2a). The mitochondria (labelled ‘mito') and organelles that store and secrete surfactant, and the lamellar bodies (labelled ‘LB' Fig. 2b) were readily detected in neonatal lungs from both *Abcb11*^−/−^ and WT mothers. However, the structure of the surfactant released into the lumen of the airspaces of neonates from *Abcb11*^−/−^ mothers was different, exhibiting compact coils after exocytosis. This was unlike the surfactant from neonates of WT mothers, which, on release, form ‘net-like' structures referred to as ‘tubular myelin' (highlighted by the blue arrow in Fig. 2c)^14^. While this may suggest a difference in surfactant composition, the mRNA and protein expression of *Abca3*, a gene essential for lamellar body biogenesis^15^,^16^ and surfactant protein, Pro-Sftpc, and its processed form, Sftpc, were no different among the neonatal lungs (Fig. 2d). We also investigated if the relative amounts of surfactant phospholipids differed between neonates. There was no significant difference in the amount of the major primary lung phospholipid, dipalmitoylphosphatidylcholine between the neonates from WT and *Abcb11*^−/−^ mothers (Fig. 2e). Thus, the structural differences in the released surfactant are not attributed to changes in surfactant protein or lipid composition.

To determine if the neonatal lungs from *Abcb11*^−/−^ mothers were poorly oxygenated, we isolated lungs from prenatal embryos (E18.5) and postnatal (PN0) neonates, and measured the expression level of genes associated with the hypoxia-inducible factor pathway^17^. Real-time Q-PCR indicated a strong increase in the expression of hypoxia-inducible factor target genes, but only in PN0 lungs and not in prenatal (E18.5) lungs from *Abcb11*^−/−^ mothers (Fig. 2f). 

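Genes of glycolysis and glucose uptake were higher in the PN0 lung of the Abcb11-/- mother. Of 20 measured genes of a list of glycolytic enzymes, lactate dehydrogenases and glucose transporters, 10 were at least 1.5-fold higher and 1 was lower at PN0. The glucose transporter Slc2a1 had a log2 value of 7.68 with a WT mother and 9.04 with an Abcb11-/- mother, hexokinase 2 (Hk2) 7.14 and 8.31, lactate dehydrogenase A (Ldha) 9.64 and 10.52, and triosephosphate isomerase (Tpi1) 8.81 and 9.74. The largest log2 differences were in Pgam2, a muscle phosphoglycerate mutase (1.63), and Aldoc, an aldolase (1.49). Slc2a3, another glucose transporter, was lower (-0.75). The median difference of the list was 0.59 at PN0 (percentile 100), against -0.01 at E18.5 (percentile 30.5), where 1 of the 20 genes was at least 1.5-fold higher. At E17.5 it was 0.23 (percentile 100), with 2 of the 20 at least 1.5-fold higher, on an array with raised hepatocyte and skeletal muscle genes. Over the wider KEGG glycolysis and gluconeogenesis pathway, 10 of 48 measured genes were at least 1.5-fold higher at PN0, none was lower, and the median difference was 0.21 (0.14 at E17.5). From E18.5 to PN0, 13 of the 20 genes were at least 1.5-fold lower with a WT mother (median change -0.72) and 1 was with an Abcb11-/- mother (median change -0.04). On the same 2 PN0 arrays, 9 of 15 heart muscle genes were at least 1.5-fold higher with an Abcb11-/- mother. These are 1 array per stage and mother, and the pathway collections used for GSEA were not used here.

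**Figure D1:**
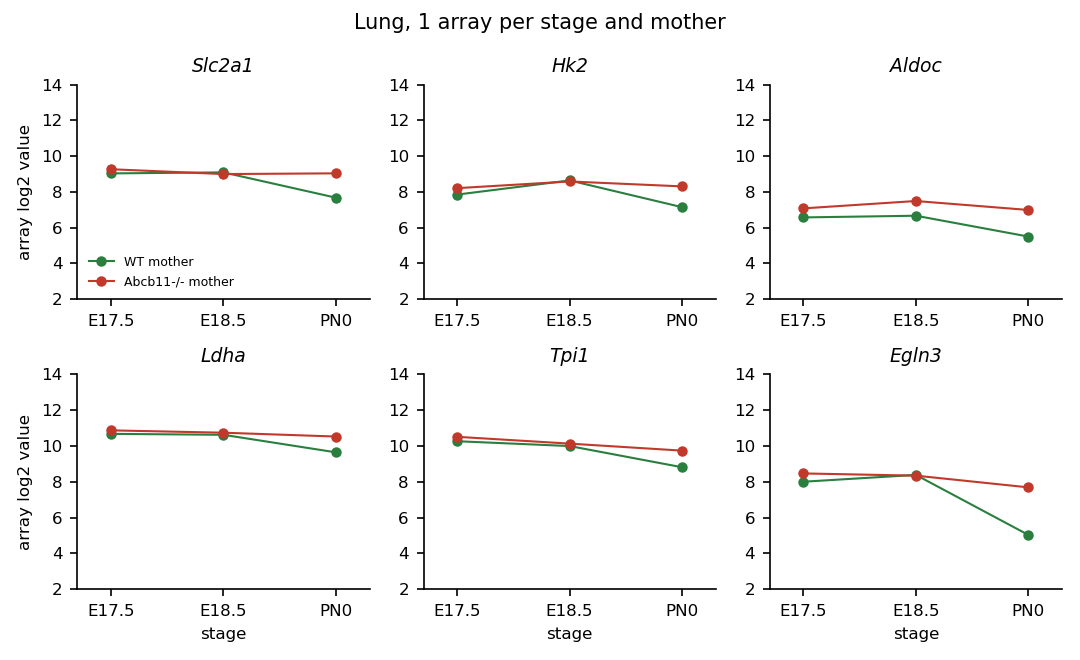
Array log2 values of 5 glycolysis genes and Egln3 in the lung at E17.5, E18.5 and PN0, 1 array per point, with a WT mother (green) and an Abcb11-/- mother (red). At E18.5 Slc2a1 is at 9.09 and 8.99, and at PN0 it is at 7.68 and 9.04.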

Upregulation of the glycolytic pathway also occurs under hypoxia^18^ and, consistent with this, Gene Set Enrichment Analysis (GSEA) revealed that the expression of genes in the glycolytic pathway was upregulated in the lungs of neonates from *Abcb11*^−/−^ mothers (Fig. 2g). Gene changes in this pathway were confirmed by real-time Q-PCR (Fig. 2h). In total, these data demonstrate that altered pulmonary surfactant associates with poor pulmonary oxygenation and neonatal death.

### Bile acids disrupt surfactant structure

We next investigated how maternal bile acids affect neonatal pulmonary surfactant. We found a positive association between serum bile acid concentrations in the mothers and neonates. *Abcb11*^−/−^ serum bile acid concentration was strongly elevated during pregnancy compared with WT females (Fig. 3a). Serum bile acids in neonates were also determined based on findings that maternal bile acids undergo transplacental transfer^19^,^20^. Accordingly, serum bile acids were over 421% higher in neonates from *Abcb11*^−/−^ mothers compared with those of WT, 0.059±0.011 and 0.014±0.006 mM, respectively (Fig. 3b). To address the possibility that neonatal lungs accumulate bile acids, ultra performance liquid chromatography-electrospray ionization-quadropole time-of-flight mass spectrometry (UPLC-ESI-QTOFMS) was used to measure bile acid levels in the lung. It was found that the level of tauro-muricholic acid (T-α/β-MCA) was significantly elevated in the lungs of neonates from *Abcb11*^−/−^ mothers, almost 200% higher than those from WT mothers (Fig. 3c), with no significant difference in the level of taurochenodeoxycholic acid (TCDCA; Supplementary Fig. 7).

Among the bile acid transporters, only Slco4a1 and Slco4c1 were readily detected in neonatal lungs^21^. To determine if developmental stage affected expression of *Slco4a1* and *Slco4c1*, real-time Q-PCR was performed. Lungs from foetus (E18.5) or neonate (P0) of either WT or *Abcb11*^−/−^ mothers exhibited no difference in mRNA levels of Slco4a1 and Slco4c1 (Fig. 3d). This result suggests that elevated bile acid concentration in the lungs is due to the over 400% increase in the bile acid concentration in sera of neonates from *Abcb11*^−/−^ mother and unrelated to changes in transporter expression. It was reported that bile acids can activate the MAPK pathway^22^. GSEA revealed the upregulation of the MAPK pathway in the lung of neonates from *Abcb11*^*−/−*^ mothers, which is consistent with increased pulmonary bile acid exposure (Supplementary Fig. 8a). 

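Of 32 measured kinases and adaptors of the MAPK cascades, none was 1.5-fold apart at PN0, and their median log2 difference was -0.09 (percentile 3.17). It was 0.01 when all probe sets of a gene were averaged. Among 18 measured genes of leptin signalling through JAK/STAT and MAPK, 4 were at least 1.5-fold higher with an Abcb11-/- mother and none was lower, with a median of 0.19 (percentile 99.5), or 0.12 with averaged probe sets. These 4 were Egr1 (7.36 with a WT mother and 10.67 with an Abcb11-/- mother), Fos (9.28 and 11.07), the signal transducer Stat5a (log2 difference 0.87) and the insulin receptor substrate Irs1 (0.58). At E18.5 the 18 genes had a median difference of -0.07. The paper reads the upregulation of the MAPK pathway as compatible with more bile acid reaching the lung.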

The transcription factors Egr-1 and Ap1 are downstream of MAPK, and real-time Q-PCR demonstrated strong upregulation of Egr-1 and Ap1 target genes (Supplementary Fig. 8b,c, respectively), but only in the neonatal lungs (PN0) from *Abcb11*^*−/−*^ mothers. These findings are consistent with transplacental transfer of bile acids into the foetus (depicted in the model, Fig. 3f).

Primary bile acids are elevated in cholestasis in humans^23^,^24^. To investigate the ability of bile acids to disrupt surfactant structural order, we developed an assay where liposomes composed of a phospholipid mixture containing the major lipid constituents of lung surfactant are challenged with bile acids. These surfactant-like liposomes encapsulated an anionic fluorescent dye, 8-aminonaphthalene-1,3,6-trisulfonic acid (ANTS) and a fluorescent quencher, p-xylene-bis-pyridinium bromide (DPX) that when disrupted, released the quencher permitting ANTS to fluoresce. We interrogated these liposomes with primary and taurine conjugated bile acids found in humans and rodents (Fig. 3e). The results showed that taurine conjugated primary bile acids were more potent than unconjugated ones. Among these bile acids, TCDCA was the most effective with an EC_50_ of 75 μM. However, the unconjugated primary bile acid, chenodeoxycholic acid was also very potent (EC_50_=145 μM).

### Loss of *Nr1i2* rescued newborns

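In the liver, Nr1i2, the gene of the pregnane X receptor, had a log2 value of 7.67 ± 0.17 (SD, n = 3) in WT mice and 8.71 ± 0.22 (SD, n = 3) in Abcb11-/- mice, a 2.05-fold rise (log2 fold change 1.04, standard error 0.14, adjusted p = 0.0061 from limma). Of 42 measured nuclear receptor genes of the 49 in the mouse, listed before the data were examined, 3 were higher and 6 were lower at an adjusted p under 0.05 over all genes (3 higher and 8 lower when adjusted over the list alone). The other 2 that rose were Nr0b2, the bile acid-induced repressor SHP (log2 fold change 1.76, adjusted p = 0.028 from limma), and Nr4a1 (0.71, adjusted p = 0.043 from limma). Both lost the call with the replicate number as a block (adjusted p = 0.074 and 0.11 from limma), and Nr0b2 lost it without WT replicate 1 (adjusted p = 0.078 from limma), without Abcb11-/- replicate 2 (0.060), without Abcb11-/- replicate 3 (0.082) and with a trended and robust prior (0.083). Nr4a1, at a mean log2 value of 4.45 in WT livers, lost it after quantile normalization (adjusted p = 0.077 from limma) and when any array but Abcb11-/- replicate 3 was left out (0.080 to 0.16). Nr1i2 kept its call in each of these fits. The receptors that fell were the lipid-sensing Ppara (log2 fold change -1.45), the bile acid receptor Nr1h4 (-0.85), Esrrg (-0.82), the shared partner Rxra (-0.65), Nr2f2 (-0.63) and Nr5a2 (-0.50). Ppara and Nr2f2 kept their calls with the replicate block and without each array. Nr1h4 lost it with the block and without WT replicate 2, and Rxra, Nr5a2 and the dim Esrrg (4.10 in WT, 3.28 in Abcb11-/-) lost it with the block and without each of the WT arrays. The liver data came from 6 arrays of the same type, 3 of WT and 3 of Abcb11-/- adult female mice, numbered as replicates in the labels. The authors' log2 values were made by robust multiarray averaging, with array medians of 3.15 to 3.18 that differ from those of the lung arrays. They were tested with limma by genotype, 1 probe set per gene. As a check of the labels, Abcb11 itself was at 11.05 ± 0.17 (SD, n = 3) in WT and 3.10 ± 0.18 (SD, n = 3) in Abcb11-/- livers. In all, 740 genes were higher and 498 lower of 17097, and 290 and 117 of them changed at least 2-fold. The counts were 429 and 242 with the replicate block. They ranged from 314 to 884 higher and from 177 to 617 lower when each array was left out. With 3 mice per genotype, the number of arrays limits the precision.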

Because *Nr1i2* (PXR) affects bile acid metabolism^25^ and is the only nuclear receptor that is increased in *Abcb11*^−/−^ livers (Fig. 4a), we hypothesized that the maternal absence of both *Nr1i2* and *Abcb11*^−/−^ might affect maternal bile acid concentrations. *Abcb11*^−/−^ animals were intercrossed with congenic *Nr1i2*^−/−^ mice to produce *Abcb11*^−/−^/*Nr1i2*^−/−^ mice. The results showed that over 64% of neonates survived when their mothers lacked both *Abcb11*^*−/−*^ and *Nr1i2*^−/−^ (Fig. 4b). Notably, maternal deficiency in both *Abcb11*^*−/*−^ and *Nr1i3* (CAR) did not rescue neonatal survival as over 84% of neonates died. Associated with the increased neonatal survival was a strong reduction in serum bile acid concentration in *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers compared with that in *Abcb11*^−/−^ mothers, 0.11±0.012 and 0.18±0.02 mM (*P*<0.001, Student's *t*-test), respectively (Fig. 4c). Placental bile acid transporter expression was not significant between *Abcb11*^−/−^/*Nr1i2*^−/−^ and *Abcb11*^−/−^ placentas (Supplementary Fig. 9). This dramatic increase in survival with a 39% reduction in serum bile acid was consistent with the steep dose-response curve for bile acid disruption of surfactant structure.

To investigate the mechanism of reduced serum bile acids in *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers, we determined bile acid concentration in liver and small intestine tissues of *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^ mothers and *Abcb11*^−/−^ mothers. Hepatic bile acid concentrations in *Abcb11*^−/−^ and *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers were almost identical (Fig. 4d). Further, hepatic bile composition revealed no significant differences in T-α/β-MCA, taurocholic acid, β-MCA, TMDCA, TUDCA, TCDCA or DCA, between *Abcb11*^−/−^ and *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers (Supplementary Fig. 10). An additional explanation for the reduction in serum bile acid in the *Abcb11*^−/−^/*Nr1i2*^−/−^ is the downregulation in both hepatic Abcc3 and Oatp2, both capable of exporting bile acids from the liver (Fig. 4e).

### Ileal transporter expression

The bile acid concentration in the small intestine was over 405% higher in *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers (7.7±0.8 μmol g^−1^ tissue) than that in *Abcb11*^−/−^ mothers (1.9±0.2 μmol g^−1^ tissue) (*P*<0.01, Student's *t*-test; Fig. 4d). We hypothesized that this increase was, in part, due to a change in bile acid reabsorption. A mechanism accounting for the higher intestinal accumulation of bile acids in *Abcb11*^−/−^/*Nr1i2*^−/−^ might involve altered transporter expression. We determined transporter expression in the ileum of *Abcb11*^−/−^/*Nr1i2*^−/−^ and *Abcb11*^−/−^ mice (Fig. 4f). In the ileum, the primary bile acid uptake carrier, Asbt (Slc10a2) was strongly reduced by 54% in *Abcb11*^−/−^/*Nr1i2*^−/−^ compared with *Abcb11*^−/−^. Moreover, the ileal expression of the obligate heterodimeric partner of Ostβ, Ostα was reduced 35%. In combination, reduced ileal expression of luminal Asbt and basolateral Ostα likely accounts for reduced serum bile acids, especially when superimposed on the strong elevation in two apically localized ABC transporters (Abcg2 and Abcb1), capable of transporting bile acids^26^,^27^,^28^ (Fig. 4f).

### Decreased ileal bile acid transport in *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^

The changes in ileal bile acid transporters support a mechanism whereby intestinal bile acid reabsorption is reduced in the *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers producing lower serum bile acid concentrations. To investigate this mechanism, we used the ileal everted gut sac model^29^, assessing reabsorption of bile acids in WT, *Abcb11*^*−/−*^ and *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^ females (Fig. 4g). The mucosal-to-serosal transport of taurocholate in *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^ (73.0±10.8 nmol g^−1^ per 30 min) was reduced by almost 41% compared with *Abcb11*^*−/−*^ (124±9.67 nmol g^−1^ per 30 min), a level that was comparable to WT mice (69.1±9.10 nmol g^−1^ per 30 min; Fig. 4g). This indicates that bile acid reabsorption in *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^ was normalized to the level found in WT females compared with *Abcb11*^*−/−*^ females.

### *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^ have increased faecal bile acid excretion

The physical appearance of the faeces was no different between WT, *Abcb11*^*−/−*^ and *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^. We next investigated if bile acid excretion was different among these strains. Bile acids were extracted from faecal samples using ^14^C cholic acid as internal standard. Excretion of bile acids was about twofold lower in *Abcb11*^*−/−*^ (8.60±0.62 μmol per day per 100 g BW) than WT (17.22±0.98 μmol per day per 100 g BW). Bile acid excretion was 20% higher in *Abcb11*^*−/−*^*/Nr1i2*^*−/−*^ (10.71±0.56 μmol per day per 100 g BW) mice than in *Abcb11*^*−/−*^ mice.

The mechanisms underlying neonatal respiratory distress have been largely undetermined despite an incidence of about 30% among ICP pregnancies^10^. Mechanisms accounting for cholestasis-induced neonatal respiratory distress and asphyxia are complicated and controversial^10^. One proposed mechanism posits that aspiration of bile acids during birth causes respiratory distress^30^. This is possible, but unlikely, because it does not account for the reported empirical relationship showing higher maternal bile acid concentration and longer duration of foetal exposure, which predicts neonatal pulmonary complications^10^. This relationship suggests that sustained high concentration of maternal bile acids increases foetal exposure and, consequently, pulmonary defects. This is consistent with maternal-to-foetal transplacental bile acid transfer^19^. Our finding that elevation of neonatal serum and pulmonary bile acids is positively associated with maternal serum bile acid levels supports this concept, as illustrated in Fig. 3f. The neonatal lungs, with elevated bile acids, display no evidence of overt histological damage or infiltration of pro-inflammatory cells, consistent with studies from humans^31^. But the alveoli are collapsed and remarkably similar to findings with rabbits where intratracheal instillation of bile acid produced surfactant failure^32^. We show that the protein and phospholipid composition of surfactant from affected neonates is unchanged, which agrees with the absence of change in genes regulating surfactant synthesis. The disrupted surfactant structure, evidenced by ‘tubular myelin' absence in lungs of neonates from mothers with cholestasis, is compatible with our findings that strongly elevated primary bile acid (during maternal cholestasis^1^,^2^,^3^) disrupts the structure of surfactant, producing surfactant failure. The absence of functional surfactant is consistent with our findings of pulmonary hypoxia and neonatal death. Mechanistically, our studies uncover how pulmonary bile acids induce surfactant failure and suggest that simple strategies using instilled surfactant to rescue neonates experiencing respiratory distress secondary to maternal cholestasis may not be fruitful, and suggest other approaches might be necessary. This is underscored by our findings that very small changes in bile acid concentration readily disrupt surfactant lipid structure.

Disruption of *Nr1i2 (PXR)* in the *Abcb11*^−/−^ mothers raises newborn survival from 0% to over 60%. This is due to decreased systemic bile acid concentrations in the *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers compared with *Abcb11*^−/−^ mothers. Although bile acids could be excreted from the systemic circulation to the urine via renal transporters system, renal bile acid excretion is not substantially different between *Abcb11*^−/−^ and *Abcb11*^−/−^/*Nr1i2*^−/−^ mothers (Supplementary Fig. 11). This is because bile acid concentrations in the urine and expression of key bile acid transporters were not significantly different between *Abcb11*^−/−^/*Nr1i2*^−/−^ and *Abcb11*^−/−^ animals (Supplementary Fig. 11). The importance of the *Nr1i2* (*PXR*) as a modulator of ICP in humans is supported by recent genomic studies showing an increased frequency of both a PXR variant^33^ as well as altered PXR promoter methylation in ICP patients^34^. Combined with our current findings, the role of *Nr1i2* (*PXR*) in modulating serum bile acids in ICP may have been underestimated.

In total, these studies reveal how, in maternal cholestasis, bile acids impact neonatal survival by directly interfering with surfactant function. In light of this strong effect, these studies have important implications, not just for genetic factors that affect maternal bile acid levels, but also environmental factors such as drugs that produce cholestasis secondary to inhibition of bile acid transporters (for example, ABCB11). Mechanistically, maternal absence of the nuclear receptor *Nr1i2* reduced maternal serum bile acid concentrations by reducing intestinal reuptake of bile acids. Beside the Nr1i2 pathway, another potential therapeutic pathway that could be exploited to improve neonatal health is the ileal bile acid uptake pathway. In this respect, however, we propose that reducing intestinal bile acid reuptake, perhaps by inhibition of bile acid uptake by either Asbt or Ostβ and Ostα might be effective. The current studies have provided a model to test this approach and provide an important conceptual framework enabling future strategies to enhance neonatal survival.

## Methods

### Animals

*Abcb11*^*−/−*^ mice on C57BL/6 genetic background were purchased from Jackson Laboratory. *Nr1i2*^*−/−*^ mice were backcrossed 10 generations into a C57BL/6 genetic background and intercrossed with *Abcb11*^*−/−*^ mice to produce *Abcb11*^−/−^/*Nr1i2*^−/−^ mice. Mice were maintained in a temperature and humidity controlled room with free access to water and food with 12/12 light and dark cycles. All procedures were reviewed and approved by the Institutional Animal Care and Use Committee of St Jude Children's Research Hospital.

The VisualSonics VEVO-2100 High-Resolution Imaging System was used to monitor gestational stage. The number of dead and live neonatal pups was recorded at the day of birth for determination of litter size and neonatal mortality. Only live pups were weighed within 12 h after birth.

Small intestine tissues (described above) were equally cut into three equal-sized fragments with the last fragment used representing the ileum, based on Asbt expression^29^, that was snap frozen in liquid nitrogen and stored at −80 °C for western blot and real-time Q-PCR. Placenta tissues were collected at E17.5 after C-section.

### Measurement of bile acid pool size

Liver and small intestine (including contents and gall bladder) were removed from mice and weighed separately. Bile acid pool size was measured as described by Wooton-Kee *et al*.^35^ After the addition of glycocholic acid (6 μmol per 50 ml ethanol), the tissues were minced and then homogenized in this ethanol solution (12.5 ml g^−1^ tissue) followed by an incubation in a shaking water bath (60 °C). The particulate matter was removed by filtration and the remaining extract was dried under a stream of N_2_ and then resuspended in methanol. Any remaining particulate was removed by first, centrifugation at 14,000*g* for 10 min, followed by filtration through polyvinylidene difluoride membrane (0.45 μM). The filtrate was dried and then dissolved in 1 ml of 75% methanol. The final bile acid extract was analysed by high-performance liquid chromatography.

### Serum bile acid measurement

Blood was collected from mothers retro-orbitally 1 week before mating (P0) and day 15 during pregnancy (P15) and from neonatal pups after decapitation within 12 h after birth (PN0). Total bile acids in serum were measured using an enzymatic assay^36^.

### Measurement of bile acid composition in lung

Lung tissues were dissected after decapitation within 12 h after birth, snap frozen in liquid nitrogen and stored at −80 °C. To determine the concentration of T-α/β-MCA in neonatal lung tissues, lung samples (about 50 mg) were minced in 10-fold 50% aqueous acetonitrile and shaken for 15 min at room temperature. The homogenate was centrifuged at 14,000*g* for 20 min, and a 5-μl aliquot of supernatant was injected into an UPLC-ESI-QTOFMS system (Waters Corporation). The concentration of T-α/β-MCA in the homogenate was determined against calibration curves constructed with authentic standards (0–50 μM). The correlation coefficient was >0.99. Chlorpropamide, at a final concentration of 5 μM, was used as the internal standard.

### Measurement of bile acid composition in liver

Liver samples (20 mg) were homogenized with 200 μl 100% acetonitrile containing 2 μM taurocholic acid-d5 as internal standard. The homogenate was incubated at room temperature for 10 min following by centrifugation at 13,000 r.p.m. × 10 min. The supernatant was diluted 100-fold by acetonitrile/water/formic acid (20/80/0.1). For bile acids quantitation, a 5-μl aliquot of dilution was introduced into Waters Acquity H-class UPLC system using a Waters Acquity BEH C18 column (2.1 × 100 mm) coupled to a Waters Xevo G2 QTOF mass spectrometer. UPLC: A-0.1% formic acid in water, B-0.1% formic acid in acetonitrile. Gradient: initial 80% A for 4 min, to 60% A at 15 min, to 40% A at 20 min, to 10% A at 21 min. Flush for 1 min, then equilibrate at initial conditions for 4 min. Flow rate 0.4 ml min^−1^. Column temperature was maintained at 45 °C. Waters Xevo G2 QTOF was operated in negative mode, scanning 50–850 AMU, at a rate of 0.3 scans per sec. The following instrument conditions were used: capillary 1.5 kV, source temp 150 °C, sampling cove 30 V, desolvation gas flow 850 l h^−1^ at 500 °C. Bile acids standards were prepared from 0.003 to 10 μM. Standard curves with correlation coefficients >0.99 were used to measure the concentration of bile acids in tissue samples.

### Immunoblot analysis

Tissue homogenates were used to determine protein expression by immunoblot. The blots were blocked and incubated with the primary antibodies. The Asbt, Ostα and Ostβ antibodies were kindly provided by Dr Paul Dawson (Emory University). The Aqp5 antibody was obtained from Alomone Labs (Jerusalem, Israel), and the Meca32 and Abca3 antibodies from Santa Cruz Biotechnology (Santa Cruiz, CA). The Mrp2 antibody M2III-5 was purchased from Enzo life Science (Plymouth Metting, PA), while the Pro-Sftpc, Sftpc and Sftpb were from Seven Hills Bioreagents (Cincinnati, OH). Appropriate horseradish peroxidase–linked secondary antibodies (Amersham Bioscience) were used according to their individual primary antibodies. The immunoblots were developed using the Amersham enhanced chemiluminescence detection system. The uncropped scans of the immunoblots are presented in the Supplementary Fig. 12.

### Immunohistochemistry

On neonatal pups decapitation, whole lungs were dissected and fixed in 10% formalin. Routine H&E staining was performed and other immunohistochemistry with antibodies to Sftpc, (Santa Cruz Biotechnology, Santa Cruz, CA), Caspase 3 and Ki67.

### Electronic microscopy

Lungs of neonatal pups were perfused *in situ* with fixative solution (2% paraformaldehyde, 2.5% gluteraldehyde in CaCO_4_ without sucrose), and sectioned for electronic microscopy.

### Microarray analysis and real-time Q-PCR

RNA was isolated using RNeasy Kit (Qiagen) from the lungs of neonatal pups, according to the manufacturer's protocol. The quality and integrity of the RNA was confirmed by analysis on an Agilent 2100 Bioanalyzer. Biotin-labelled targets, prepared from 100 ng total RNA using the Affymetrix 3'IVT express protocol, were hybridized to mouse HT MG430 PM plate arrays and then processed automatically using the Affymetrix GeneTitan system. Signals from scanned arrays were summarized using the robust multiarray averaging method^37^,^38^. GSEA^37^,^38^ was performed using curated canonical pathways obtained from MolSigDB (Broad Institute), Ingenuity Systems (www.ingenuity.com) and GeneGO (Thomas Reuters, Inc). The same RNA was used in Q-PCR analysis for confirmation.

### Membrane destabilization of surfactant-like liposomes

Liposomes (4 mg) were made using 1-palmitoyl-2-oleoyl-*sn*-glycero-3-phosphocholine, 1,2-dipalmitoyl-*sn*-glycero-3-phosphocholine and 1,2-dioleoyl-sn-glycero-3-phospho-(1'-rac-glycerol) 5:4:1 (w/w/w). The lipids were combined in a glass tube and blown down to dryness under N2. ANTS (12.5 mM) and DPX (45 mM) were dissolved in 10 mM Tris pH 7.4, 100 mM KCl solution. ANTS (500 μl) and DPX (500 μl) were added to the dry lipids, the mixture vortexed and rehydrated at 37 °C for 1 h. After 5 min in a sonication bath, the liposomes were passed 25 times through a mini-extruder containing a 400-nm polycarbonate filter. Unincorporated ANTS/DPX was removed using a Zeba Spin Desalting column (7 K Molecular weight cut-off, 5 ml; Thermo Scientific). Bile salts stocks and dilutions were made with 10 mM Tris pH 7.4, 100 mM KCl. Assays were performed in a 96-well white OptiPlate (PerkinElmer) and contained 5 μl of the ANTS/PDX liposomes mixed with 200 μl of bile salt of different concentrations. Reactions were incubated at room temperature for 1 h in the dark. The plate was read on Fusion reader (PerkinElmer) using the following settings: emission filter, 355 nm; excitation filter, 530 nm; 5 s read per well; and PMT voltage set to high.

### Measurement of bile acid faecal excretion

Mice were acclimated to metabolic cages for 3 days before faecal sample collection, which occurred for three consecutive 24 h periods. Bile acids were extracted from faecal samples as described^39^ and total bile acids measured by an enzymatic assay^29^. Briefly, pooled faecal samples were collected over a 3 day interval dried in 80 °C oven overnight, and then ground to powder with a mortar and pestle. Duplicate 1.0 g aliquots of faecal powder were mixed in a ethanol solution containing sodium borohydride (2 mg ml^−1^). As an internal control for bile acid extraction (24-^14^C) cholic acid (0.04 μCi) was added. The samples were then mixed with HCl (2 N) followed by NaOH (10 N). The samples were then refluxed in an oil bath at 120–130 °C overnight. The samples were cooled, filtered and dried under a N_2_ stream. After resuspension in H_2_O, an aliquot was applied to a C18 column, washed and the bile acids eluted with 20% methanol. This extract was dried under N_2_, resuspended in methanol, and any remaining precipitate removed by centrifugation. An aliquot of the extract was sampled to determine the radioactivity as a means of assessing bile acid recovery. Bile acids were measured by an enzymatic assay and the daily rate of faecal bile acid excretion was calculated after normalization by BW.

### Everted gut sac transport measurement

The mucosal-to-serosal transport of taurocholate was measured as described previously^40^. After euthanization, a 7-cm segment of small intestine ileum was isolated after measuring from the beginning of the large bowel. The everted gut sac was prepared from this segment. The everted gut sac was filled with Kreb's Ringer Buffer (KRB, pH 7.4) and taurocholate transport determined (the mucosal-to-serosal direction) after immersing the everted gut sac into the mucosal fluid containing KRB supplemented with 25 μM taurocholate and a tracer ^3^H-taurocholate as well as ^14^C-inulin to normalize for paracellular leakage. The KRB bathing solution was continuously gassed with 95% O_2_/5% CO2. Radioactivity of ^3^H-taurocholate in the serosal fluid was measured after a 30 min interval.

### Statistics

All experimental values are presented as mean±s.e.m. Statistical analysis was processed using two-tailed Student's *t*-test. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

## Additional information

**How to cite this article:** Zhang, Y. *et al*. Maternal bile acid transporter deficiency promotes neonatal demise. *Nat. Commun.* 6:8186 doi: 10.1038/ncomms9186 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12

## Figures and Tables

**Figure 1:**
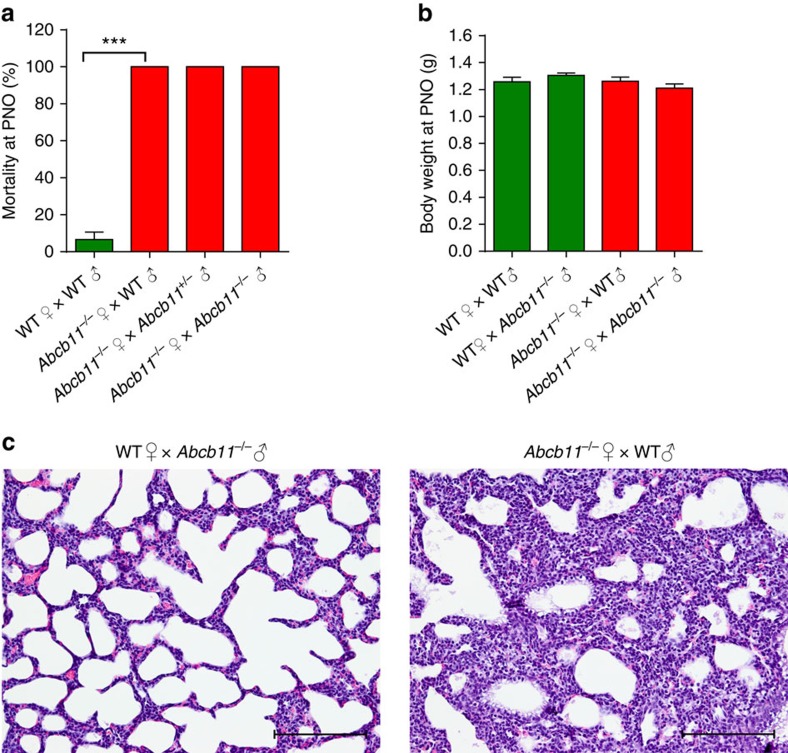
Maternal *Abcb11* deficiency produces neonatal lethality. (**a**) *Abcb11*^−/−^ females were interbred with WT (*n*=2), *Abcb11*^+/−^ and *Abcb11*^−/−^ males (*n*=4). No neonates survived more than 24 h. Green bars indicate WT mother, while red bars indicate an *Abcb11*^−/−^ mother. (**b**) BW of neonates at PN0 reveals no significant difference regardless of parentage. WT♀ × WT♂, *n*=14; WT♀ × *Abcb11*^−/−^♂, *n*=21, *Abcb11*^*−/−*^♀ × WT♂, *n*=18; *Abcb11*^*−/−*^♀ × *Abcb11*^*−/−*^♂, *n*=9. (**c**) Hematoxylin and eosin stain reveals collapsed alveoli from the lungs of neonates carried by *Abcb11*^−/−^ mothers. All experimental values are presented as mean±s.e.m. The height of the error bar=1 standard error. Statistical analysis was performed using two-tailed Student's *t*-test, ****P<0.0001. Scale bar, 200 μm.

**Figure 2:**
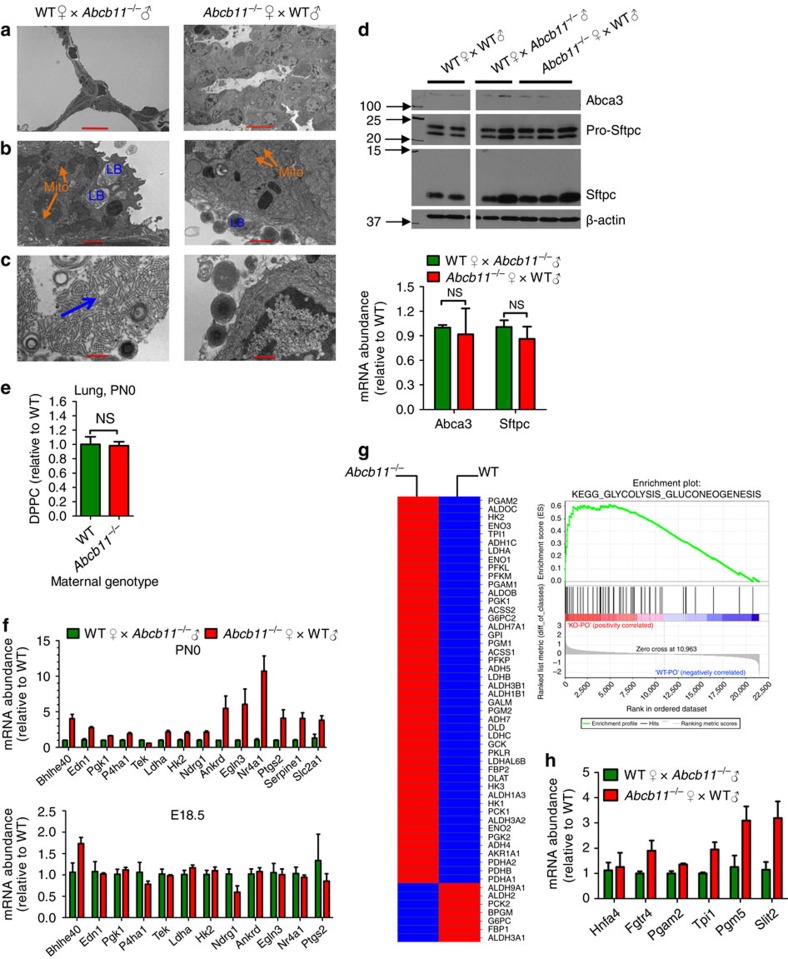
Surfactant morphology in neonates of *Abcb11*^−/−^ mothers is disrupted and associated with pulmonary hypoxia gene expression. (**a**) Transmission electron microscopy reveals thickened septa in the neonatal lungs in offspring of *Abcb11*^−/−^♀ × WT♂ compared with the thin septa in the offspring of WT♀ × *Abcb11*^−/−^♂. (**b**) The type II pneumocytes release lamellar bodies (LB) regardless of maternal genotype. Mito, mitochondria (orange arrows). (**c**) The released surfactant in neonates from WT mothers reveals an organized structure ‘tubular myelin' (blue arrow) unlike the one in neonates from *Abcb11*^−/−^ mothers. (**d**) Immunoblot analysis (upper panel) reveals no reduction in proteins important for LB and this is consistent with real-time Q-PCR (lower panel) of RNA from WT♀ × WT♂, WT♀ × *Abcb11*^−/−^♂ and *Abcb11*^−/−^♀ × WT♂. Abca3, a marker for lamellar bodies; pro-Sftpc and Sftpc, surfactant proteins. (**e**) UPLC-ESI-QTOFMS was used to determine the phospholipid composition of pulmonary surfactant in neonatal lung from offspring of the following interbreeding: WT♀ × *Abcb11*^−/−^♂ and *Abcb11*^−/−^♀ × WT♂. *n*=3. DPPC, dipalmitoylphosphatidylcholine. (**f**) Hypoxia-inducible factor target gene abundance was determined by real-time Q-PCR in the neonatal (PN0) and embryonic (E18.5) lungs of offspring from WT♀ × *Abcb11*^−/−^♂ and *Abcb11*^−/−^♀ × WT♂, indicating upregulation of hypoxia-inducible factor pathway. *n*=4. (**g**) GSEA identified upregulation of genes in the glycolysis pathway in neonates from *Abcb11*^−/−^♀ × WT♂. Red indicates increased gene expression and blue decreased gene expression. (**h**) The increased expression of selected glycolytic genes was confirmed by real-time Q-PCR. Green bars indicate WT and red bars indicate *Abcb11*^−/−^♀. All experimental values are presented as mean±s.e.m. The height of the error bar=1 standard error. Statistical analysis was processed using two-tailed Student's *t*-test. *P<0.05. Scale bars, 10μm in (**a**) and 1μm in (**b**) and (**c**).

**Figure 3:**
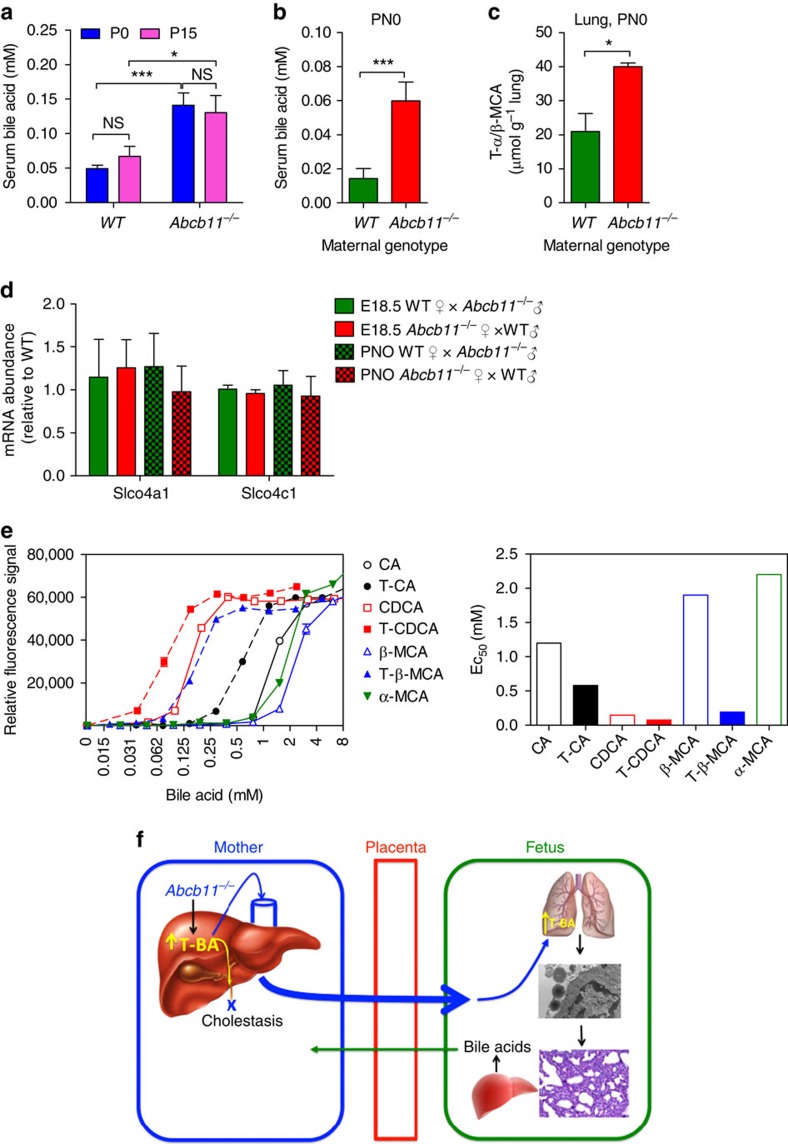
Neonates of *Abcb11*-deficient mothers have elevated bile acids in serum and lung and bile acids disrupt ‘surfactant-like' liposomes. (**a**) Total serum bile acids determined by enzymatic assay in WT and *Abcb11*^−/−^ virgins (P0, blue bar) and pregnant females (P15, purple bar). WT (P0), *n*=14; WT (P15), *n*=13; *Abcb11*^−/−^ (P0), *n*=9; *Abcb11*^*−/−*^ (P15), *n*=6. (**b**) Neonatal serum bile acid concentration was greater in neonates from *Abcb11*^−/−^♀ × WT♂ (*n*=7) intercrosses. The green bar indicates a WT maternal genotype and the red bar *Abcb11*^−/−^. (**c**) Neonatal lungs from *Abcb11*^−/−^ mothers had higher concentrations of taurine conjugated muricholic acid determined by UPLC-ESI-QTOFMS. *n*=3. The green bar indicates a WT maternal genotype and the red bar *Abcb11*^−/−^. (**d**) Messenger RNA levels of bile acid uptake transporters (Slco4a1 and Slco4c1) were determined by real-time Q-PCR from lungs of heterozygote embryos (E18.5) and neonates (PN0) of the following intercrosses: WT♀ × *Abcb11*^−/−^♂ and *Abcb11*^−/−^♀ × WT♂. *n*=4. (**e**) Large uni-lamellar liposomes were prepared from surfactant phospholipids (1-palmitoyl-2-oleoyl-*sn*-glycero-3-phosphocholine, 1,2-dipalmitoyl-*sn*-glycero-3-phosphocholine and 1,2-dioleoyl-sn-glycero-3-phospho-(1'-rac-glycerol) (5:4:1)). The liposomes were challenged with bile acids or their taurine conjugates over a range of concentrations (0.01–8.0 mM) to determine the potency to bilayer phospholipids. The dose-effect curve shown in left panel, and EC_50_ of individual bile salts in right panel. Emission filter, 355 nm; excitation filter, 530 nm. Each bile acid is colour-coded for recognition as described in the legend. CA, cholic acid; TCA, taurocholic acid; T-β-MCA, tauro-β-muricholic acid; α-MCA, α- muricholic acid. (**f**) A schematic model depicting an association of neonatal bile acids with maternal bile acid concentrations and with postnatal hypoxia. All experimental values are presented as mean±s.e.m. The height of the error bar=1 standard error. Statistical analysis was processed using two-tailed Student's *t*-test. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

**Figure 4:**
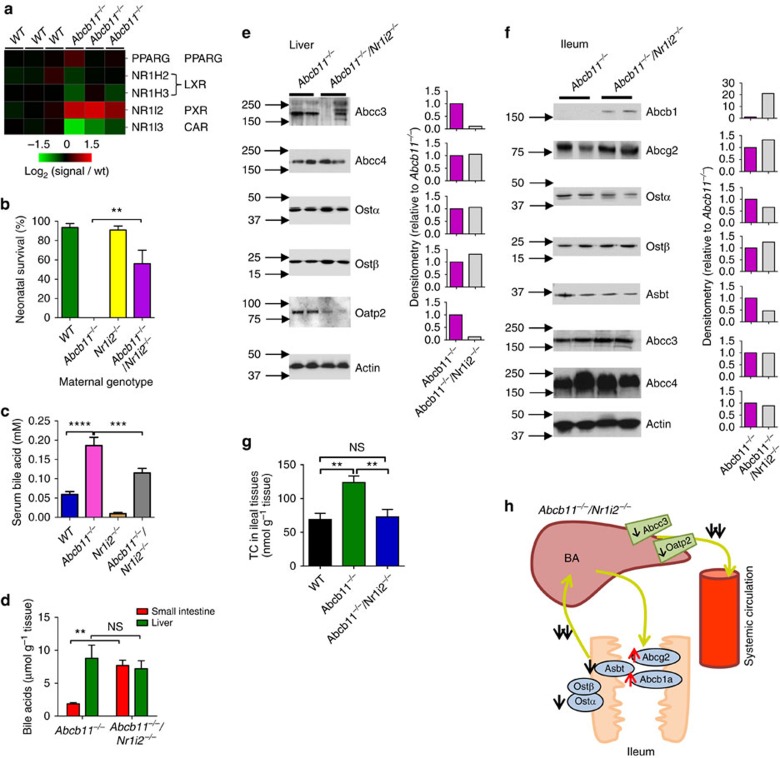
The absence of *Nr1i2* in *Abcb11*^−/−^ deficient mothers rescues neonates. (**a**) A heatmap of transcription factors, PPARγ, LXR and PXR (*Nr1i2)* in the liver revealed only PXR upregulation in *Abcb11*^−/−^ mice. (**b**) Survival rate of neonates shown with respect to their maternal genotype, WT (green bar; *n*=2), *Abcb11*^−/−^ (*n*=4), *Nr1i2*^−/−^ (yellow bar; *n*=4) and *Abcb11*^−/−^/*Nr1i2*^−/−^ (purple bar; *n*=4); *n* is the number of independent matings. All mice were congenic as defined by backcrossing at least 10 generations and SNP markers. (**c**) Serum bile acid concentrations were determined in animals of the following genotypes: WT (blue bar; *n*=15), *Abcb11*^−/−^ (purple bar; *n*=18), *Nr1i2*^−/−^ (brown bar; *n*=7), *Abcb11*^−/−^/*Nr1i2*^−/−^ (grey bar; *n*=25). (**d**) Bile pool sizes in liver and small intestine including gall bladder were determined separately in the female mice of *Abcb11*^−/−^ and *Abcb11*^−/−^/*Nr1i2*^−/−^. *n*=3. (**e**) Protein expression of hepatic transporters were measured by immunoblotting from total liver homogenates of *Abcb11*^−/−^ (purple bar) and *Abcb11*^−/−^/*Nr1i2*^−/−^ (grey bar) mice. Densitometry is on the right. (**f**) Protein expression of bile acid transporters on the apical and basolateral membranes were determined by immunoblotting in the ileal fragments of *Abcb11*^−/−^ and *Abcb11*^−/−^/*Nr1i2*^−/−^ mice. Densitometry is shown on the right. (**g**) Bile acid reabsorption in ileal fragment of small intestine was measured using a probe bile acid ^14^C-taurocholic acid. *n*=4–7. (black bar=WT, green bar=*Abcb11*^−/−^ and blue bar=*Abcb11*^−/−^/*Nr1i2*^−/−^). (**h**) A schematic model showing the changes of ileal bile acid transporters involved in enterohepatic circulation in the *Abcb11*^−/−^/*Nr1i2*^−/−^ female mice. Black single arrows indicate decreased protein expression, and red single arrows increased protein expression. Double black arrows indicate decreased bile acid transport. All experimental values are presented as mean±s.e.m. The height of the error bar=1 standard error. Statistical analysis was processed using two-tailed Student's *t*-test. **P<0.01; ***P<0.001; ****P<0.0001.

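Of the receptors in this panel, Nr1i2 was higher in all 3 Abcb11-/- livers (8.75, 8.9 and 8.47) than in all 3 WT livers (7.51, 7.65 and 7.85). Pparg, a regulator of fat storage, had a mean log2 value of 7.41 in WT and 7.57 in Abcb11-/- livers (log2 fold change 0.16, adjusted p = 0.52 from limma). Nr1h3, the gene of LXR alpha, was at 7.77 and 7.54 (log2 fold change -0.24, adjusted p = 0.43 from limma), and the gene of LXR beta, Nr1h2, had no probe set named for it alone. Nr1i3, the gene of the constitutive androstane receptor, was at 8.79 and 7.97 (log2 fold change -0.82, adjusted p = 0.061 from limma, or 0.021 when adjusted over the list of nuclear receptors alone). The 3 values of each genotype did not overlap for Nr1i2 and Nr1i3. Since 3 mice against 3 give an exact permutation p of 0.1 at best, the ranks alone cannot reach the threshold. From the role of Nr1i2 in bile acid metabolism and its rise, the paper reasons that a mother lacking both Nr1i2 and Abcb11 might have other bile acid concentrations, and tests this with double-knockout mice.

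**Figure D2:**
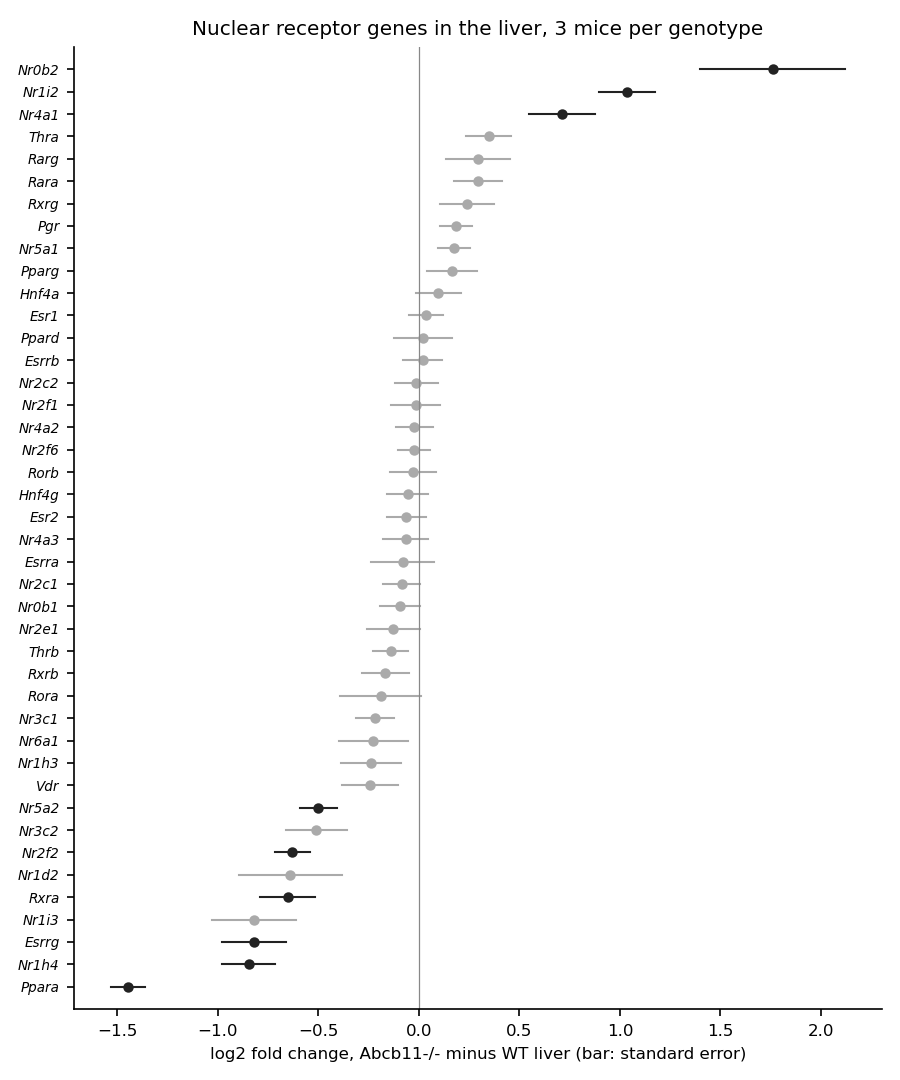
Log2 fold changes (Abcb11-/- minus WT) of 42 nuclear receptor genes in the liver, 3 mice per genotype, with the standard error as a bar. Black points passed an adjusted p under 0.05 from limma and grey points did not.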

# Supplementary material for: Maternal bile acid transporter deficiency promotes neonatal demise
**Source:** Nat Commun. 2015 Sep 29;6:8186. doi: 10.1038/ncomms9186

## Supplementary Figure 1

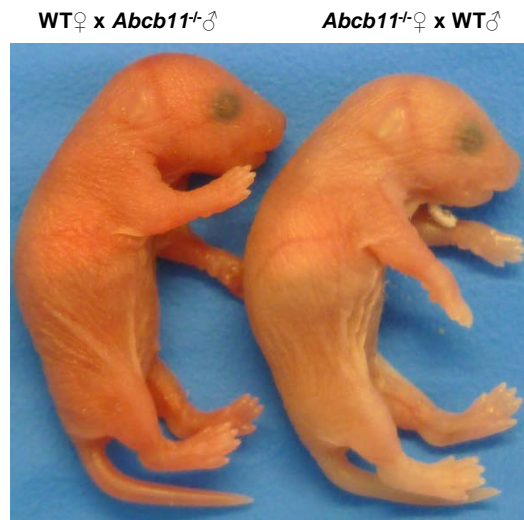

**Supplementary Data Figure 1. Neonates from *Abcb11*<sup>-/-</sup> mothers appeared pale.** A representative image of neonatal coloration from interbreeding as follows: WT♀ x *Abcb11*<sup>-/-</sup>♂ and *Abcb11*<sup>-/-</sup>♀ x WT♂. n>10.

## Supplementary Figure 2

—●— WT ♀ x *Abcb11*<sup>-/-</sup> ♂    —●— *Abcb11*<sup>-/-</sup> ♀ x WT ♂

### a Maturation and differentiation

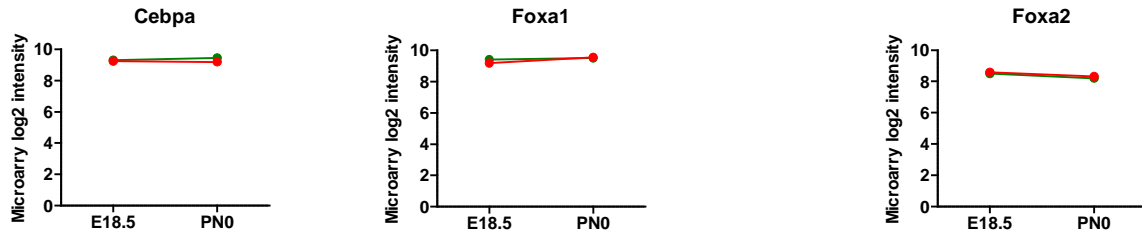

### b Lipid metabolism

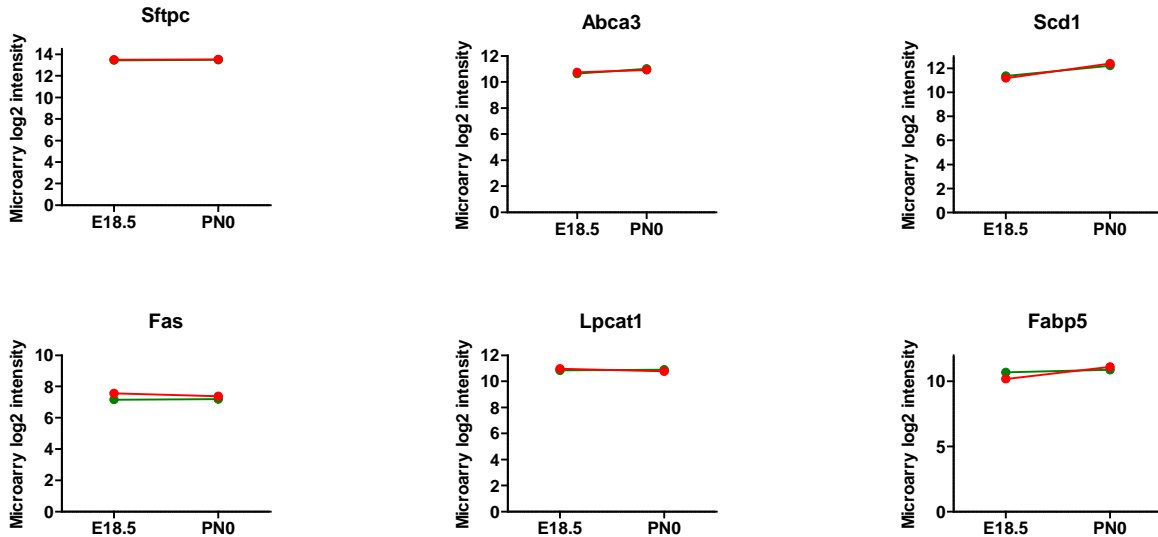

### c Cell differentiation

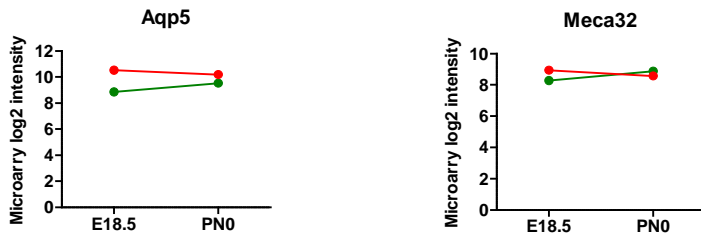

**Supplementary Data Figure 2. No difference observed in lung development.** Gene expression analysis was performed in lung tissues collected from embryos (E18.5, n=3) and birth day neonates (PN0, n=3) from WT and *Abcb11*<sup>-/-</sup> mothers. Real time Q-PCR analysis was performed in triplicate. Expression of genes representing lung maturation and differentiation (a), lipid metabolism (b), and cell differentiation (c). The green symbols indicate the mother's genotype was WT and the red indicate the mother was *Abcb11*<sup>-/-</sup>.

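Aqp5, a water channel of type I pneumocytes, had log2 values of 9.5 with a WT mother and 9.51 with an Abcb11-/- mother at E18.5, and of 10.43 and 10.09 at PN0. Plvap, the gene of the vascular antigen Meca32, was at 8.81 and 9.08 at E18.5 and at 9.48 and 9.10 at PN0. None of 9 measured type I cell markers was 1.5-fold apart at either stage. Their median difference was -0.02 at E18.5 and -0.20 at PN0 (percentile 0.38), where Hopx (-0.29) and Emp2 (-0.26) were among the lower genes. Of 15 measured endothelial markers, none was 1.5-fold apart at E18.5, and at PN0 only Tek, an angiopoietin receptor (-0.67), was. The endothelial median was -0.18 at E18.5 (percentile 0) and -0.09 at PN0 (percentile 4.98).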

## Supplementary Figure 3

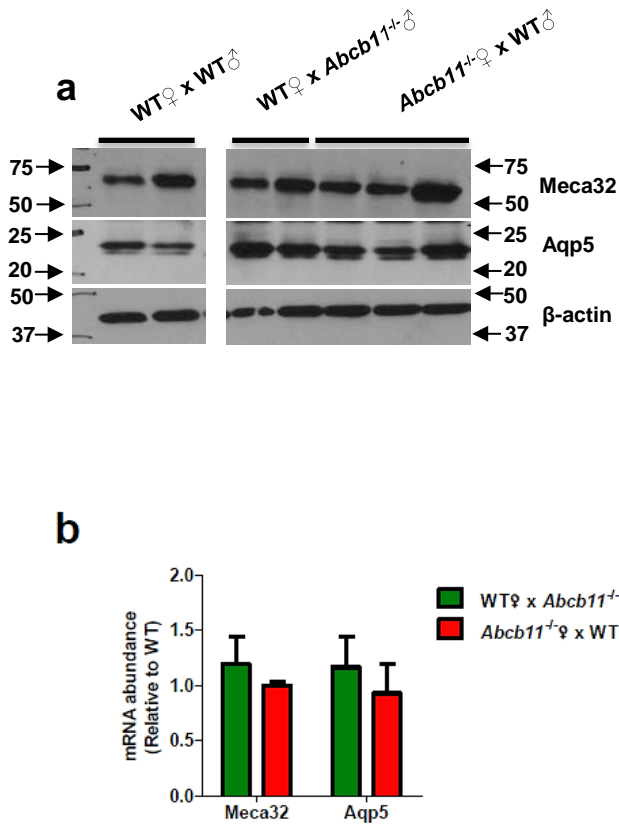

**Supplementary Data Figure 3. Neonatal lungs showed no difference in cell markers.** Protein and mRNA expression of markers for cell types in the neonatal lung from WT and *Abcb11*<sup>-/-</sup> mothers were evaluated by western blot (**a**) and real-time Q-PCR (**b**, n=3 neonates/genotype per mother). Meca32, vascular cells; Aqp5, pneumocyte type I. Western blot images were representative of at least three independent replicates. Real time Q-PCR analysis was performed in triplicate for each sample. The green bars indicate the mother's genotype was WT and the red indicate the mother was *Abcb11*<sup>-/-</sup>. Statistical analysis was processed using two-tailed Student's t test. Data are presented as mean ± standard error of the mean (SEM).

## Supplementary Figure 4

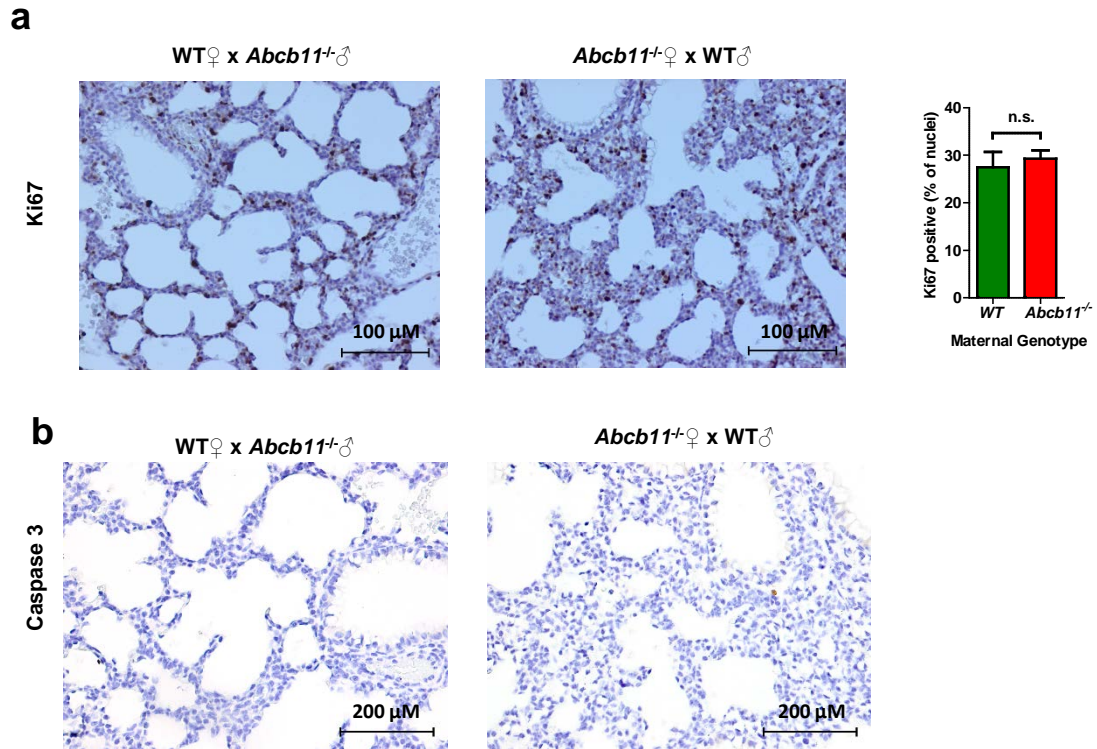

**Supplementary Data Figure 4. No changes in proliferation or apoptosis of pulmonary cells in neonates from *Abcb11*<sup>-/-</sup> mothers.** **a.** Proliferation (Ki67) determined in neonatal lungs by immunohistochemistry. Ki67 positive cells were counted using Aperio and normalized to the number of nuclei. **b.** Apoptosis (Caspase 3) determined in neonatal lungs by immunohistochemistry. Representative lung pictures from neonates (n>3) from WT and *Abcb11*<sup>-/-</sup> mothers were shown. Data are presented as mean ± standard error of the mean (SEM). Statistical analysis was processed using two-tailed Student's t test. n.s., non-statistical significance.

## Supplementary Figure 5

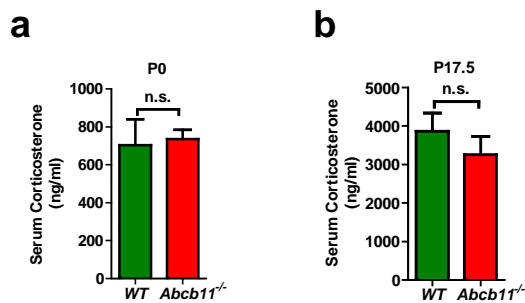

**Supplementary Data Figure 5. Serum corticosterone levels in *Abcb11*<sup>-/-</sup> mothers were not different from those in WT mothers.** Sera were collected from virgins (P0, **a.**) and gestational females (P17.5, **b.**) and corticosterone was determined by EIA kit. n=5. Data are presented as mean  $\pm$  standard error of the mean (SEM). Statistical analysis was processed using two-tailed Student's t test. n.s., non-statistical significance. P0, before pregnancy; P17.5, day 17.5 of pregnancy.

## Supplementary Figure 6

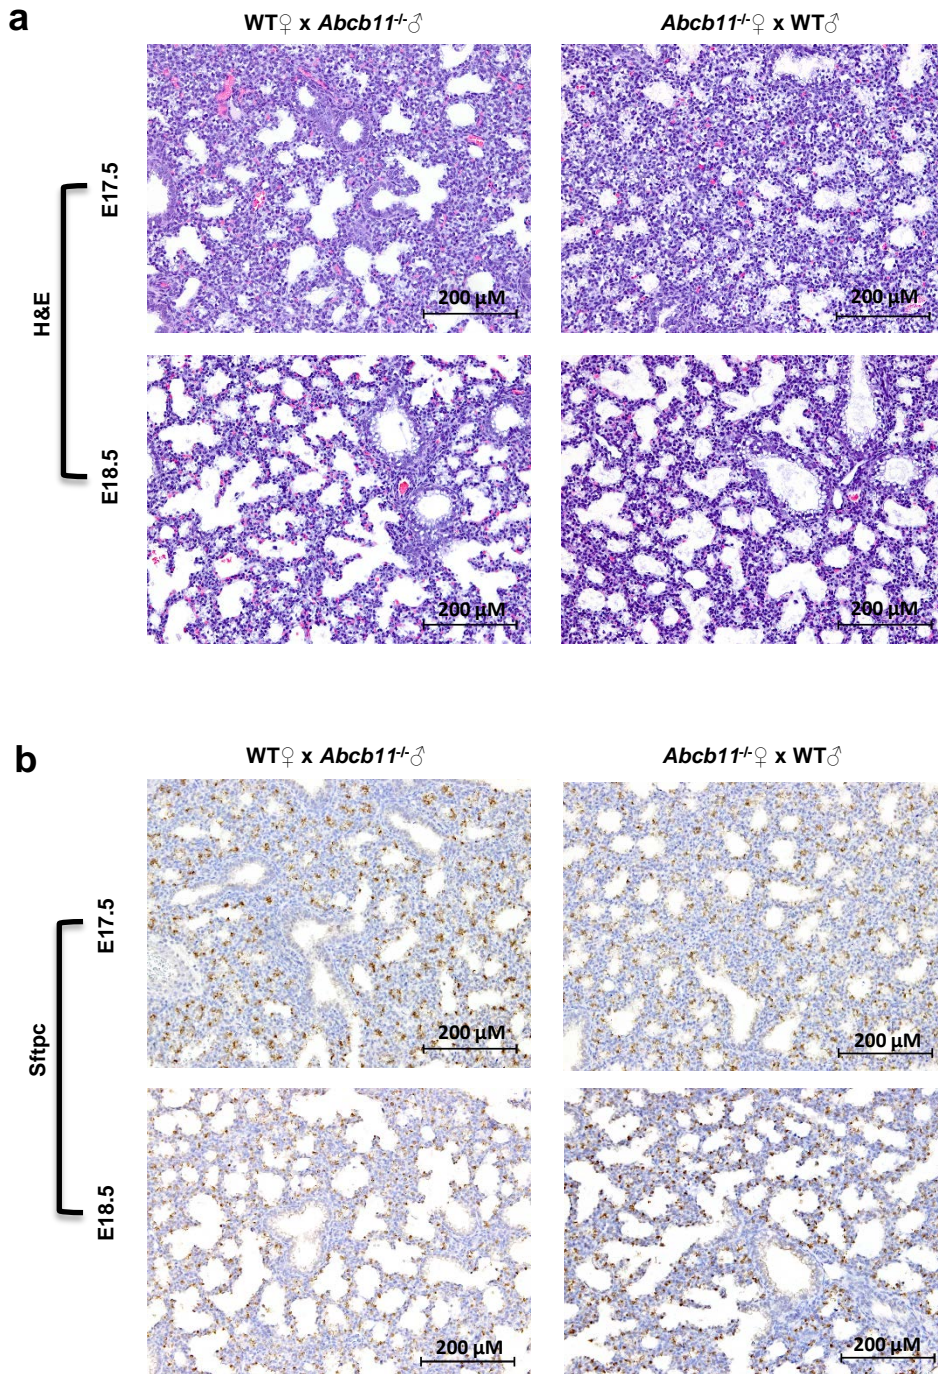

**Supplementary Data Figure 6. No changes in morphology or development of embryonic lungs.** Lung tissues were collected from embryos at E17.5 and E18.5 from WT and *Abcb11*<sup>-/-</sup> mothers for immunohistological analysis. **a.** H&E; **b.** Sftpc staining. Representative pictures were shown. The images in each group were representative of at least 3 embryos analyzed.

## Supplementary Figure 7

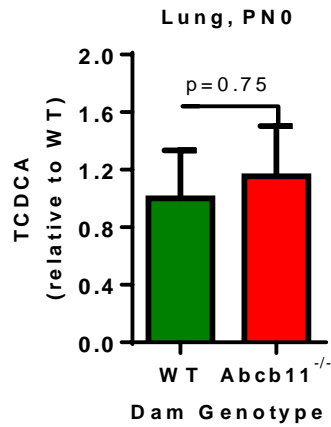

**Supplementary Data Figure 7. Bile acid levels in the neonatal lungs of WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> mothers.** TCDCA levels were determined in the lung tissues of neonatal offspring of WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> mothers. n=5. Data are presented as mean  $\pm$  standard error of the mean (SEM). Statistical analysis was processed using two-tailed Student's t test. n.s., non-statistical significance. PN0, is the day of birth.

# Supplementary Figure 8

**a**

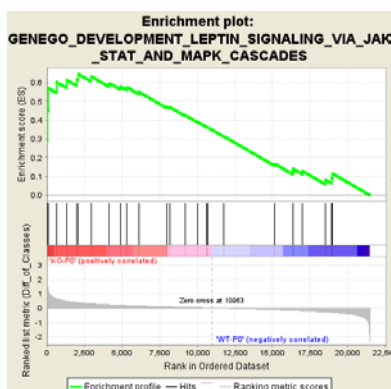

**b**

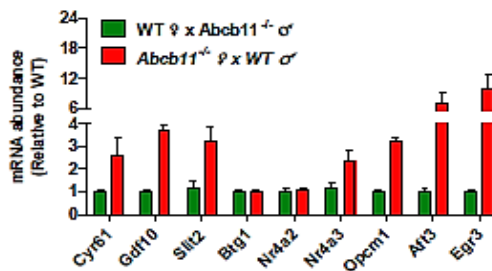

**c**

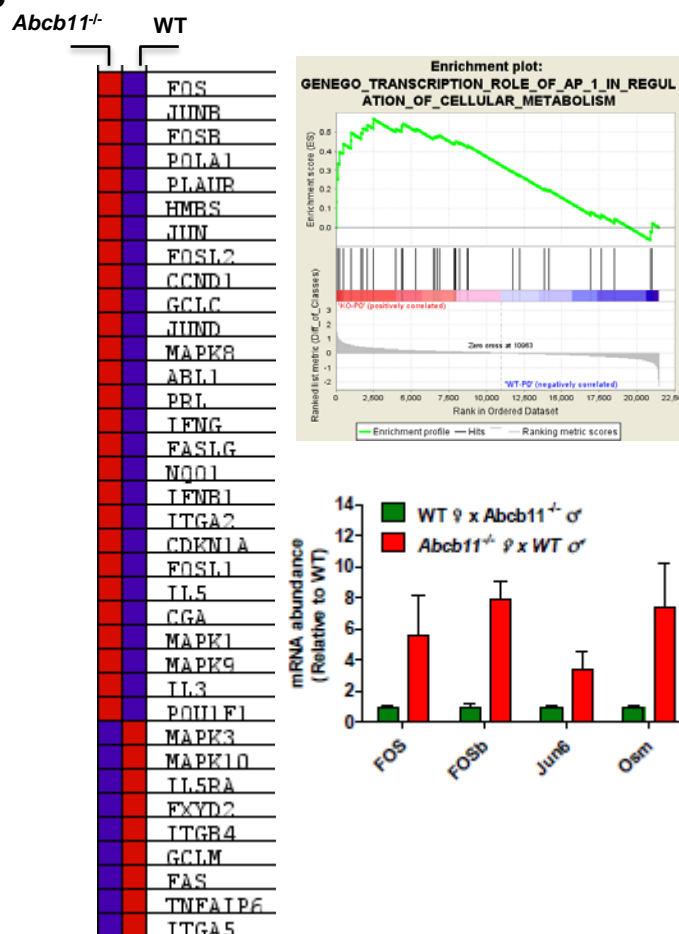

**Supplementary Data Figure 8. Stress responsive gene expression was upregulated in the neonatal lungs.**

**a.** GSEA of the gene expression in the lung tissues showed activation of MAPK pathway in heterozygote neonates from *Abcb11*<sup>-/-</sup> mothers. **b.** The expression of *Egr1* target genes determined by real time Q-PCR in the lung tissues neonates (PNO) from WT ♀ x *Abcb11*<sup>-/-</sup> ♂ and *Abcb11*<sup>-/-</sup> ♀ x WT ♂. n=4. **c.** Ap1 pathway was activated in the lung tissues in heterozygous neonates from *Abcb11*<sup>-/-</sup> mothers shown by GSEA. 

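Immediate-early genes, which MAPK signalling switches on within minutes, were higher in the PN0 lung of the Abcb11-/- mother. Of 42 measured genes of a list of immediate-early and AP-1 genes, 20 were at least 1.5-fold higher and none was lower, with a median log2 difference of 0.48 (percentile 100). The nuclear receptor Nr4a1 was at 7.86 with a WT mother and 10.67 with an Abcb11-/- mother, the stress factor Atf3 at 6.48 and 8.64, and Nr4a3 at 3.66 and 6.15. Of the AP-1 subunits, Junb was at 6.51 and 8.11 and Jun at 10.44 and 10.98. Fosb was at 3.75 and 4.86, near the dim end of the arrays. Of Egr1 target genes named in Supplementary Fig. 8b, Ccn1 had a difference of 1.15, Gdf10 of 1.85, Slit2 of 1.11, Nr4a2 of 1.69 and Btg1 of 0.17. Egr3 was dim with either mother (3.71 and 3.68). At E18.5 the median difference of the list was -0.08 (percentile 0.14), and 4 of the 42 genes were at least 1.5-fold higher. From E18.5 to PN0 the list was higher with either mother, by a median of 0.47 with a WT mother and 1.20 with an Abcb11-/- mother. Endoplasmic reticulum and amino acid stress genes moved with it, at a median difference of 0.42 over 12 genes.

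**Figure D3:**
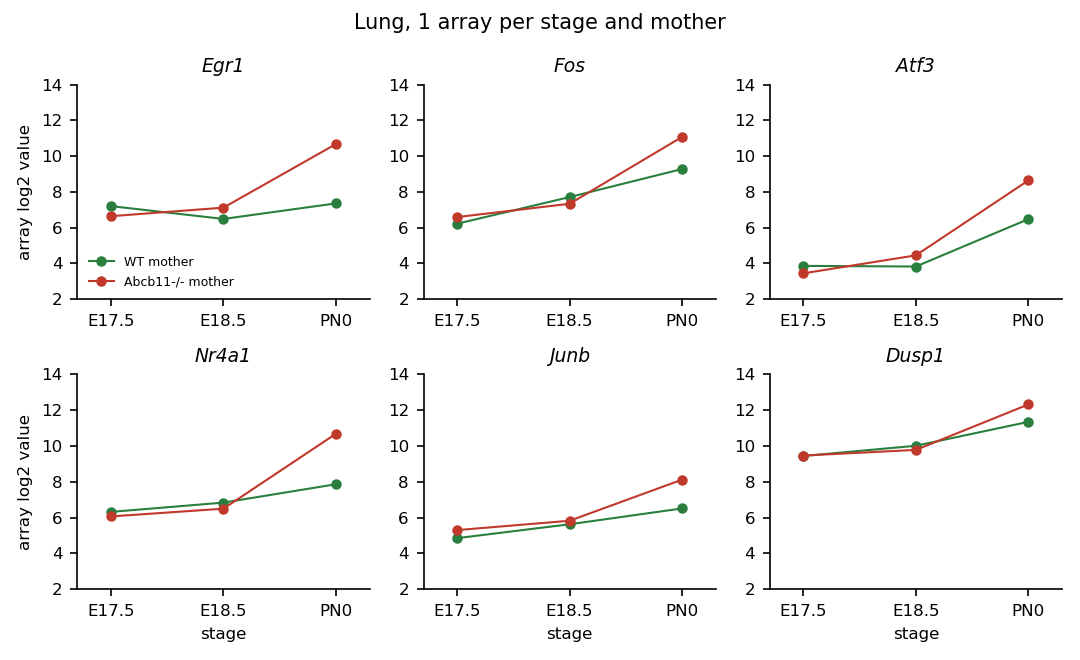
Array log2 values of 6 immediate-early genes in the lung at 3 stages, 1 array per point, with a WT mother (green) and an Abcb11-/- mother (red). Egr1 is at 7.36 and 10.67 at PN0.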

Real-time Q-PCR determined the expression of Ap1 genes in the lung tissues of heterozygous neonates from WT ♀ x *Abcb11*<sup>-/-</sup> ♂ and *Abcb11*<sup>-/-</sup> ♀ x WT ♂. n=4. The green bars indicate the mother's genotype was WT and the red indicate the mother was *Abcb11*<sup>-/-</sup>.

# Supplementary Figure 9

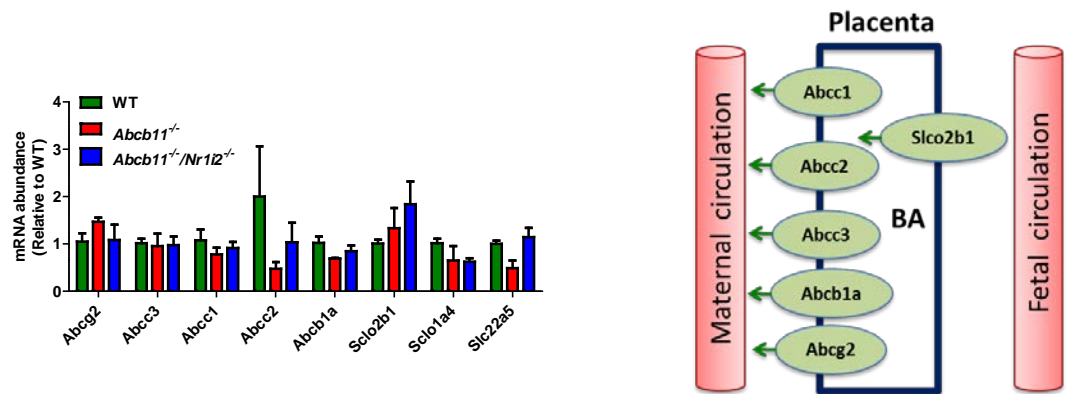

**Supplementary Data Figure 9. No difference in bile acid transporters in placenta tissues.** Expression of mRNA of bile acid transporters in placenta tissues from WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1h2*<sup>-/-</sup> mothers were evaluated by real-time Q-PCR. n=4. BA, bile acid.

Supplementary Figure 10

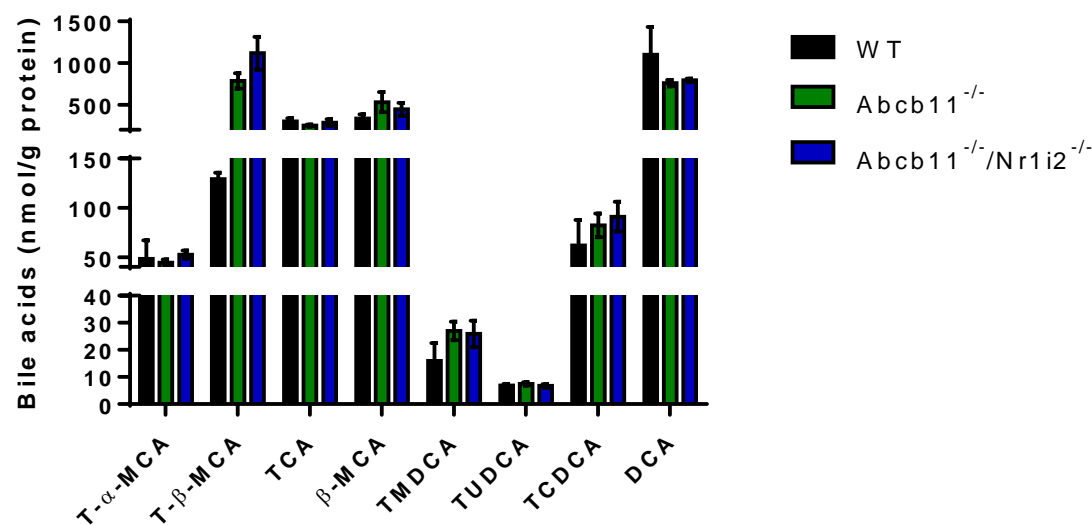

**Supplementary Data Figure 10. Hepatic bile composition in WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> females.** The levels of bile acids in the livers of WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> females were measured as described in the “Methods”. n=5.

# Supplementary Figure 11

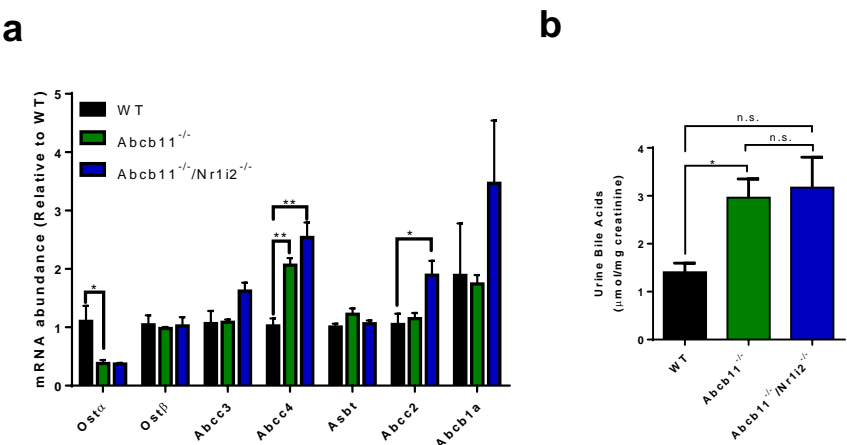

**Supplementary Data Figure 11. Renal transporter expression and urinary bile acid excretion in WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> females.** Expression of bile acid transporters in kidney tissue from WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> mice were evaluated by real-time Q-PCR. n=4-5. The amount of bile acid in the urine WT, *Abcb11*<sup>-/-</sup> and *Abcb11*<sup>-/-</sup>/*Nr1i2*<sup>-/-</sup> females was determined as described in the “Methods” n=5-6. Statistical analysis was processed using two-tailed Student’s t test. n.s., non-statistical significance. . \*, p<0.05; \*\*, p<0.01; \*\*\*, p<0.001; \*\*\*\*, p<0.0001.

Supplementary Figure 12

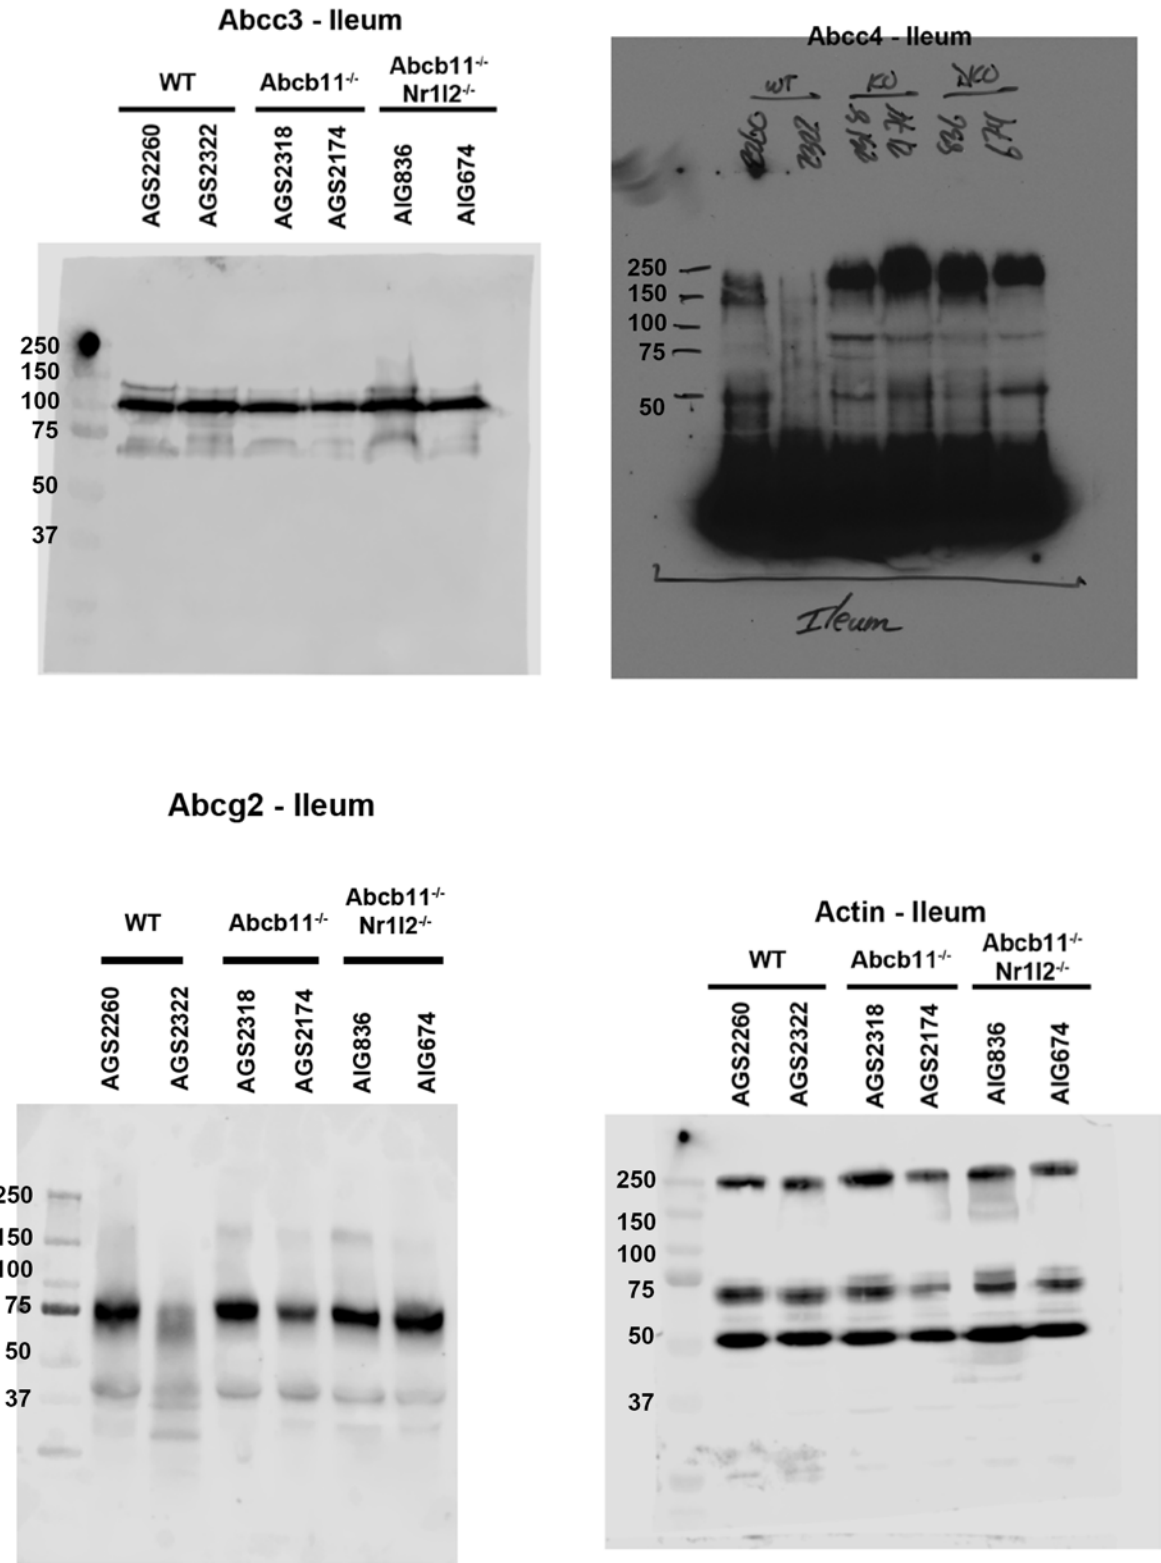

Supplementary Data Figure 12. Uncropped immunoblot images are shown (including molecular weight markers, except in reprobed blots)

### Asbt - Ileum

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1i2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

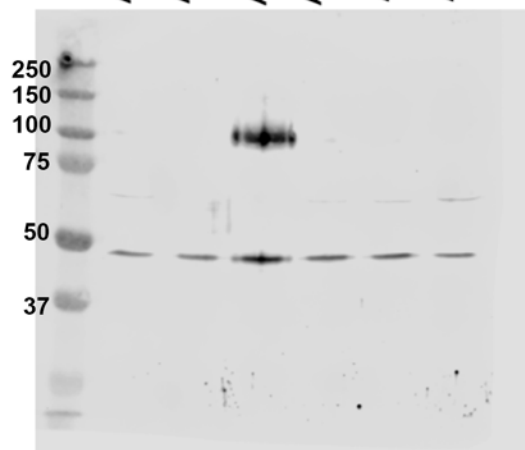

### Ost $\alpha$ - Ileum

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1i2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

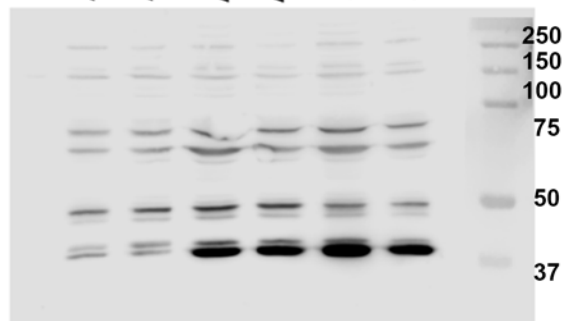

### Ost $\beta$ - Ileum

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1i2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

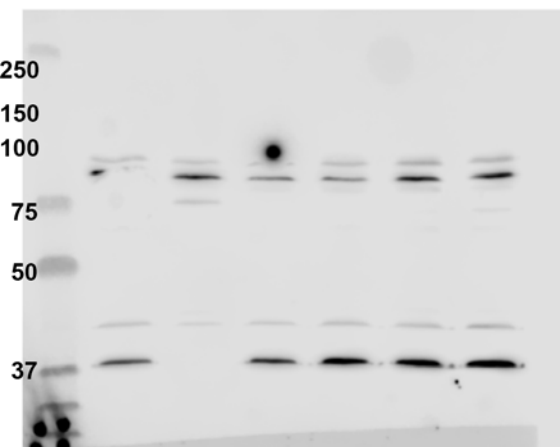

### Abcb1 - Ileum

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1i2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

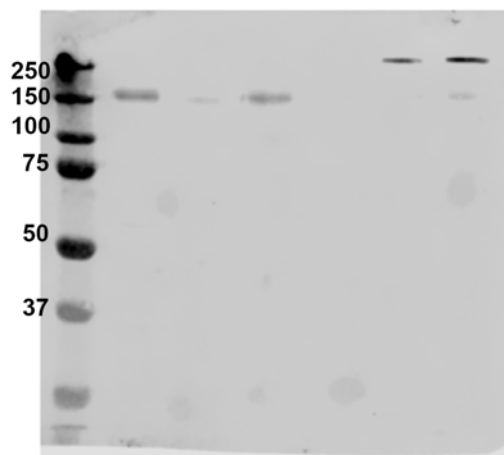

# Abcb1 - Liver

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1h2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

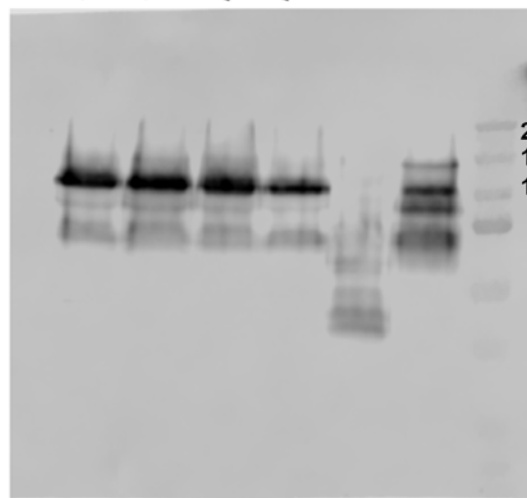

# Actin - Liver

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1h2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

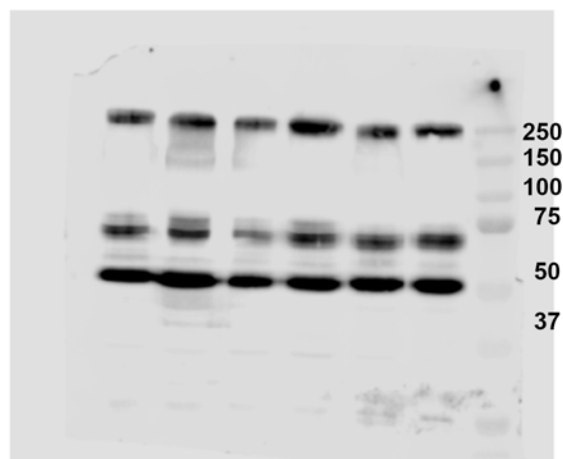

# Oatp1 - Liver

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1h2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

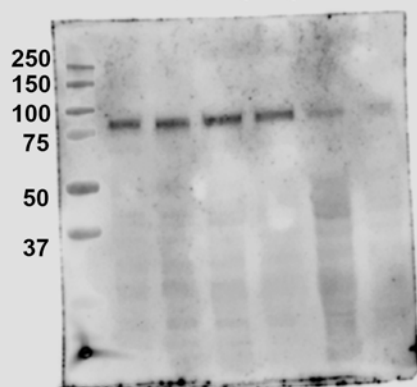

# Ostα - Liver

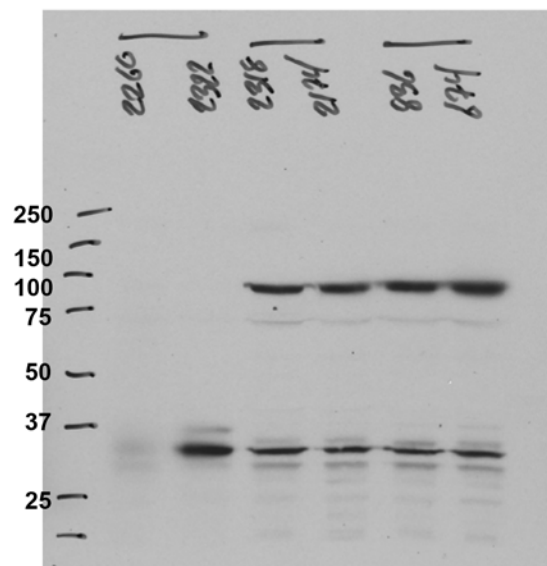

# Ost $\beta$ - Liver

| WT      |         | Abcb11 <sup>-/-</sup> |         | Abcb11 <sup>-/-</sup><br>Nr1h2 <sup>-/-</sup> |        |
|---------|---------|-----------------------|---------|-----------------------------------------------|--------|
| AGS2260 | AGS2322 | AGS2318               | AGS2174 | AIG836                                        | AIG674 |

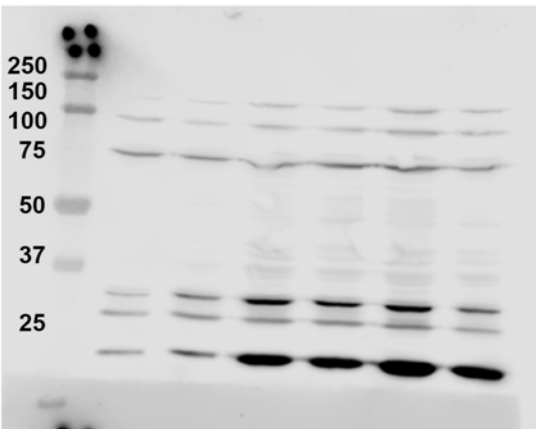

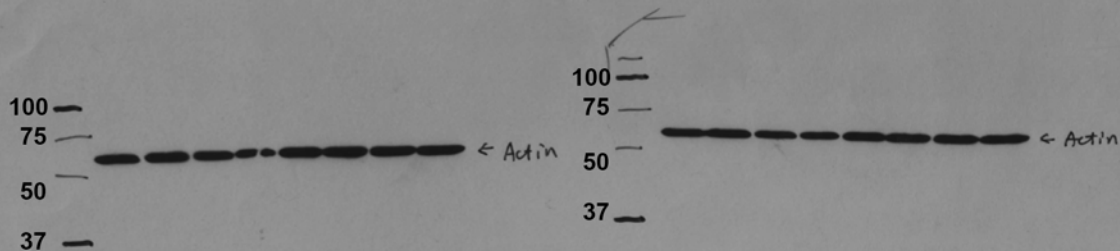

↑  
1° probe: anti-SPB

↑  
1° probe: AQP5

3° probe: actin

1° Ab: anti-Actin 1000x, 1 hr @ RT

2° Ab: anti-mouse 10,000x, 1 hr @ RT

Expose: 10 sec

15% gel

75 µg/well neonatal lung tissue

ACTIN - Lung

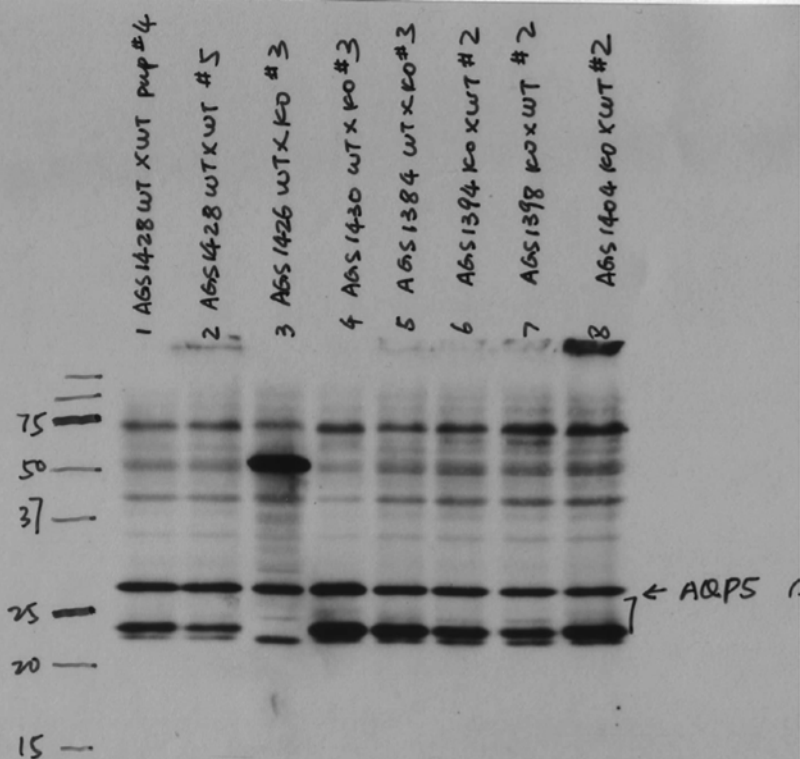

1° probe

1° Ab: anti-Aquaporin 5, 500x, 2h @ RT

2° Ab: anti-Rabbit, 2000x, 1h @ RT

Exposure: 30 min

75 µg/well neonatal lung homogenate

15% gel

12-14-2011

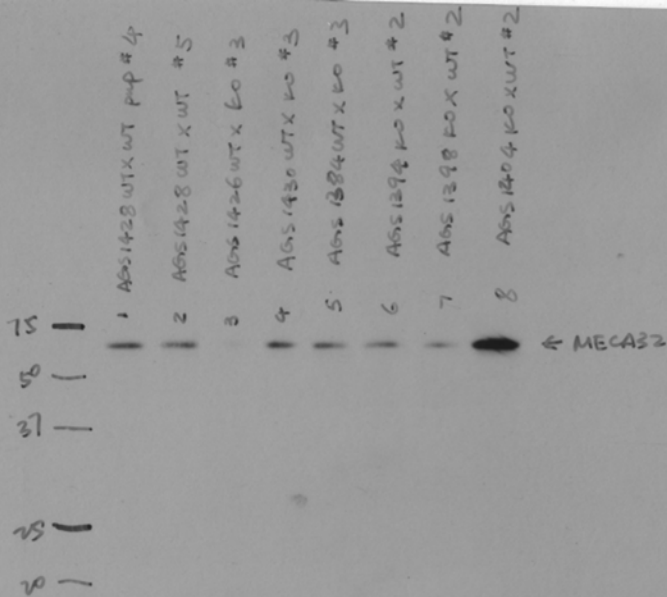

12. 09. 2011

15% gel  
MECA32

1° Ab: ~~AGS~~, 1x500, overnight @ 4°C

2° Ab: Rat, 1x5000, 1 hr RT

Expose: 45 min

50 ug/well neonatal lung homogenate

MECA32 - Lung

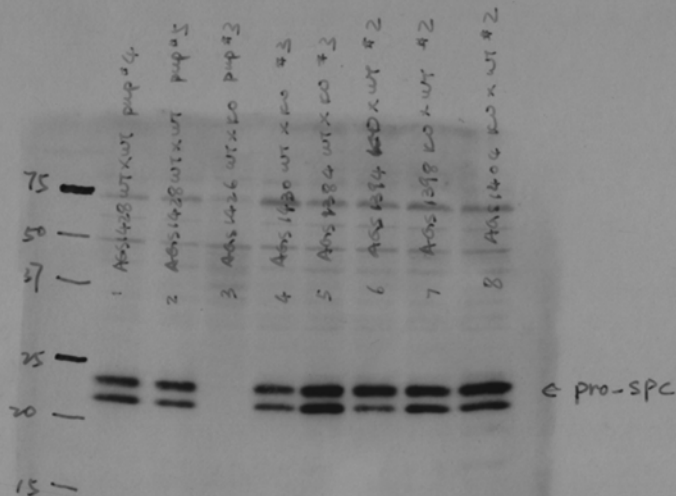

15% gel

1° Ab: pro-SftPC, 2000x, 2hr @ RT

2° Ab: Rabbit, 2000x, 1hr @ RT

Expose: 20 min

75 µg/l well neonatal lung Homogenat

12.09.2011

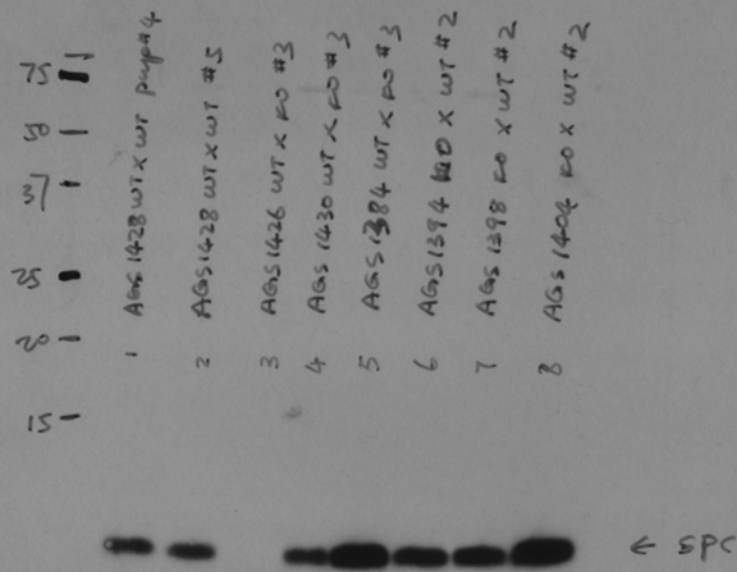

2° probe

1° Ab: anti-SPC, 5000x, 4°C overnight

2° Ab: anti-Rabbit, 2000x, 1 hr @ RT

Expose: 1 min

75 µg/l well neonatal lung Homogenate

15% gel

SftPC - Lung

probe

Ab: Anti-SPB (Cincinatti),  
1000x, 2h @ RT

Ab: anti-Rabbit, 5000x 1h @ RT

Exposure: 20 min

25 µg/well neonatal lung Homogenate

15% gel

12-14-2011

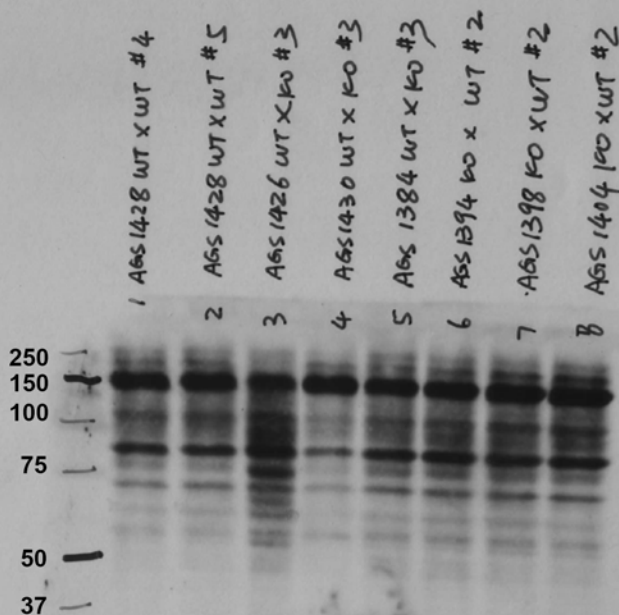

**Supplement:** Supplementary Information — Supplementary Figures 1-12

How the deposited data were processed for this re-analysis (not part of the article)

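Expression was measured on 12 Affymetrix mouse PM plate arrays. There were 6 liver arrays, 3 of WT and 3 of Abcb11-/- adult female mice, and 6 lung arrays, 1 for each mother (WT or Abcb11-/-) at E17.5, E18.5 and PN0. The labels name a mouse for each array, with a replicate number in the liver, taken here as 3 mice per genotype. For the lung, a legend gives 3 animals per group, and the number of animals on each array is not stated. Xist and Y-linked genes argue against a single pup on each array of an Abcb11-/- mother.

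The deposited values are on a log2 scale. The authors summarized the scanned signals by robust multiarray averaging (RMA), and the submitters' processing notes name Partek 6.5. The array medians were 3.63 to 3.68 in the lung and 3.15 to 3.18 in the liver, so levels were not compared across the tissues except for the Y-linked genes and the choice of liver-enriched genes. The values carry no detection p-value, and the number of arrays limits their precision. For each of 45037 probe sets, 28898 had 1 gene name in the table used here, 551 had several and 15588 had none. Of the named ones, 28689 were matched to the current annotation by their gene number. The brightest probe set stood for each of 17097 genes, of which 7180 had several. No gene was named from a probe set with several genes.

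Liver values were tested by genotype with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.05), and gene lists with camera at a preset correlation of 0.01. The lung arrays have no replicates at a stage. Differences there were described as the value with an Abcb11-/- mother minus that with a WT mother, counting genes at least 2-fold apart whose brighter array reached a log2 value of 7 and list members at least 1.5-fold apart. List medians were placed among 10000 random lists of the same size, matched on mean expression in 10 bins. Models over all 6 lung arrays, with 2 residual degrees of freedom for a difference with the mother over the 3 stages and 1 for a difference at PN0, pooled the spread between stages, which assumes that the arrays of all stages vary alike.

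The scripts were tested on simulated data with 200 genes changed by known folds. In the liver design, 98% of genes changed 2-fold and 99% of those changed 4-fold were recovered, with 21 unchanged genes called of 17097 genes in all. For the mother over 3 stages in the lung, 98% and 100% were recovered, with 24 false calls. For PN0 alone, 45% and 100% were recovered with 36 false calls, so that model is poorly calibrated. In all 3 designs the false calls were more frequent than an adjusted p under 0.05 promises.

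The gene lists, the rule for named genes and the alternatives were fixed before the data were examined. Named genes are those the paper names, the 10 largest rises and 10 largest falls in the liver among called genes whose groups do not overlap, the 10 largest differences each way in the PN0 lung, the 3 largest called changes each way over the lung stages, and up to 4 members of each list. Alternatives were the mean of all probe sets, a minimum mean log2 value of 6, quantile normalization of the deposited values, median centring, a trended and robust prior, the replicate number as a block, leaving out each array or stage, the methods' test at their threshold and after adjustment, other brightness minimums, an estimated correlation for the lists and random lists not matched on expression. One more was added after the data were seen, a comparison of PN0 with E18.5. The pathway collections of the paper's GSEA were not used here, and Q-PCR, protein and bile acid measurements were not analysed here.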

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

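The tests of liver tissue and of a response at every stage were chosen after the hepatocyte genes had been seen. At E17.5, a stage whose arrays the paper does not report, 9 of 11 hepatocyte genes were at least 1.5-fold higher with an Abcb11-/- mother, with a median log2 difference of 4.30, and 12 of 18 skeletal muscle genes, with a median of 2.53. The most abundant were albumin (Alb, 9.05 with a WT mother and 13.01 with an Abcb11-/- mother) and alpha-fetoprotein (Afp, 8.76 and 12.28). Of the 100 genes most enriched in the adult WT liver over the later lung arrays, 55 were at least 2-fold higher on this E17.5 array, so liver tissue in the sample is a candidate explanation. A response of lung cells to the mother at every stage is argued against by the median difference of the hepatocyte list at E18.5, 0.049. At PN0 the list was at 0.33 (percentile 99.6, 3 of 11 at least 1.5-fold higher, Alb by 1.28 and Afp by 0.80). Of the 100 liver-enriched genes, 1 was at least 2-fold higher at PN0 (median difference 0.011) and 0 at E18.5 (-0.020). The lists differ at PN0, so a smaller difference of the hepatocyte genes at that stage stays open. A response limited to E17.5 stays open, since that stage has 1 array per mother, and the source of the muscle transcripts was not tested.

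Erythroid genes had a median log2 difference of 1.13 at E17.5 (6 of 11 at least 1.5-fold higher). It was 0.69 with averaged probe sets and 0.70 (4 genes) with a mean log2 value of at least 6. Heart muscle genes were lower with an Abcb11-/- mother at E17.5 (median -0.79) and higher at PN0 (0.74), on 1 array each. These medians were -0.49 and 0.51 with averaged probe sets, and -0.35 and 0.70 (6 genes) with a mean log2 value of at least 6. The difference between the stages was not tested. Neutrophil genes were higher at E17.5 (median 0.98) and lower at PN0 (-0.69), which was not tested either. The erythroid and neutrophil rises at E17.5 were on the array with raised hepatocyte genes. Whether liver tissue in the sample brought them was not tested. In the liver, 406 genes changed at least 2-fold outside the receptors that Fig. 4a shows.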

How the results depend on the processing

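The liver counts of 740 higher and 498 lower genes became 429 and 242 with the replicate number as a block, 1685 and 1444 with the methods' test at an unadjusted p, and 26 and 23 with that test after Benjamini-Hochberg. They ranged from 314 to 884 higher and from 177 to 617 lower when each array was left out. The same-numbered mice correlated at -0.17, -0.15 and -0.24, so the numbers do not pair the livers. With averaged probe sets, the receptor Thra rose as well as Nr1i2, Nr0b2 and Nr4a1. The nuclear receptors that rose numbered 1 with the replicate block, 6 and 0 with the methods' test before and after adjustment, and 1 to 3 without single arrays. Those that fell numbered 2 with the block, 1 with the adjusted methods' test and 2 to 7 without single arrays. Nr1i2 was called in every fit but the adjusted methods' test (adjusted p = 0.091, range over the limma alternatives 0.0015 to 0.037). The liver share of higher genes was 59.8%, 54.4% after quantile normalization and 62.0% after median centring. It was 52.1% with a mean log2 value of at least 6 (601 higher and 553 lower) and 65.8% without WT replicate 1. None of the 9 liver lists called by camera was called with an estimated correlation (lowest adjusted p = 0.29), and the cell cycle list lost its call without Abcb11-/- replicate 1 (adjusted p = 0.34). Over all alternatives, counted once for each, 20 liver list calls were lost and 5 were gained. In the PN0 lung, 51 genes were higher and 28 lower. These counts were 144 and 83 with no brightness minimum and 28 and 18 with a minimum of 8. A model of PN0 with a pooled spread takes its error from the gap between the E17.5 and E18.5 differences. The E17.5 array with raised hepatocyte and skeletal muscle genes enters that error, so few calls do not show that differences are absent. With a pooled spread, the model called 0 genes at PN0 (1100 at an unadjusted p under 0.05), 13 higher with a mean log2 value of at least 6, and 67 higher and 18 lower with a trended and robust prior. Over the 3 stages it called 0 (867 at an unadjusted p), 1 higher under each of those settings, and 0 without single stages, while the methods' test at an unadjusted p called 255 and 268. PN0 against E17.5, 524 higher and 484 lower, gave 884 and 899 with the trended prior and 0 and 0 for PN0 against E18.5 (2098 at an unadjusted p with limma), an alternative chosen after the data were seen. With a mean log2 value of at least 6, PN0 list medians were 0.66 for glycolysis, 0.34 for HIF targets, 0.34 for the KEGG pathway and 0.42 for immediate-early genes (-0.13 at E18.5), and those of bile acid transporters at E17.5 (-0.14) and erythroid genes at PN0 (-0.10) changed sign. With averaged probe sets, medians were -0.0038 for leptin signalling at E18.5 and 0.12 at PN0, -0.024 for lipid metabolism at PN0, 0.012 for the MAPK cascade at PN0 and 0.051 for surfactant genes at E18.5. The cause of these changes was not tested. Of the 1238 liver calls, 479 were kept without WT replicate 2, 644 with the replicate block and 42 with the adjusted methods' test. Among the genes followed by name, counted once for each alternative, 69 liver calls were lost, 7 were gained and 9 lung values moved. Genes near the array floor, at log2 values of about 3, cannot show a fall.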

Differences from the paper's values

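The panels of Supplementary Fig. 2 were read by eye in log2 units, and a level is listed where it lies more than 1.5-fold from the array value on the linear scale after the reading error. Cebpa at PN0 with a WT mother was 8.75 here and about 9.5 in the paper's Supplementary Fig. 2a. Scd1 at PN0 with a WT mother was 10.45 here and about 12 in the paper's Supplementary Fig. 2b. Fas at E18.5 with an Abcb11-/- mother was 6.84 here and about 7.6 in the paper's Supplementary Fig. 2b, and Fabp5 there was 12.11 here and about 10. Whether the label Fas means that gene or fatty acid synthase (Fasn) is not stated, but the PN0 levels read lie closer to the gene Fas. Aqp5 at E18.5 with an Abcb11-/- mother was 9.51 here and about 11 in the paper's Supplementary Fig. 2c, and at PN0 with a WT mother 10.43 here and about 9.5. All 6 levels also differed with averaged probe sets, a mean log2 value of at least 6, quantile normalization and median centring, which were set before the data were examined. With averaged probe sets, 17 of the 44 levels differed, among them all 4 of Abca3, Scd1 and Lpcat1. Averaging left the levels of Cebpa, Fas and Aqp5 unchanged. The text ties panel a to microarrays, the legend names Q-PCR as well, and the source of the values in panels b and c is not stated. At E18.5 the figure was read at about 8.9 for Aqp5 with a WT mother and 11 with an Abcb11-/- mother, whereas here the difference was 0.02. At PN0 the readings were about 9.5 and 10, a small gap for a reading by eye, and here the difference was -0.34. The paper itself reports no difference in Aqp5 protein or mRNA at PN0.

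The paper states that Nr1i2 is the only nuclear receptor that rose in the liver. Here Nr0b2 (log2 fold change 1.76) and Nr4a1 (0.71) were also called. Nr1i2 was the only receptor that rose in the fits with the replicate block, without WT replicate 1 and without Abcb11-/- replicate 2. The paper reports no evidence of changed lipid metabolism genes, and here Scd1 was 1.46 higher on the log2 scale at PN0 on single arrays, while 21 of 26 genes lay within 1.5-fold. The paper's GSEA found the MAPK pathway raised. Its pathway collections were not used here, so the lists below hold other genes and cannot test that result. The median difference of the MAPK cascade list, of kinases and adaptors, was -0.09 at PN0 (0.01 with averaged probe sets). The leptin, JAK/STAT and MAPK list (0.19, 4 of 18 at least 1.5-fold higher) and immediate-early genes (0.48) were higher. The paper's Supplementary Fig. 8b shows Egr3 raised by Q-PCR, and on the arrays it was dim with a difference of -0.03. Fig. 2f shows hypoxia-inducible factor targets raised only at PN0. Of 37 measured targets, 33 lay within 1.5-fold at E18.5 on the arrays (3 higher, 1 lower, median -0.04), which agrees, while Edn1 (1.69) and Bhlhe40 (0.86) were already higher there. At E17.5, which Fig. 2f does not show, the median was 0.195. At PN0 it was 0.27, with 10 of 37 at least 1.5-fold higher and 3 lower. Tek, a gene of Fig. 2f, was lower at PN0 on the arrays.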

Other observations

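The tests of the glycolysis genes, of heart muscle and of the sex of the pups were chosen after the values had been seen. The loss of the bile salt export pump went with a rearranged set of bile acid transporters in the liver. Slc51b, a subunit of an exporter of bile acids to the blood, rose 16.3-fold (log2 fold change 4.02), while its partner Slc51a stayed at the floor in both genotypes (3.02 and 3.00). Abcb1a (2.69), the bile acid uptake carrier Slc10a2 (2.50) and the exporter Abcc4 (1.44) rose too, while the uptake carrier Slco1a1 fell from 9.55 to the floor of the arrays (3.12). Of 25 measured transporters, 6 rose and 6 fell, the deleted Abcb11 among the latter. Enzymes of bile acid synthesis fell (5 of 18, none rose; camera adjusted p = 0.0025, and adjusted p = 0.32 with an estimated correlation), led by Cyp8b1 (-4.35), which makes cholic acid, Cyp7b1 (-1.47) and Cyp39a1 (-1.09). Cyp7a1, the rate-limiting enzyme, was at -0.20 (adjusted p = 0.82 from limma). Of 20 drug metabolism genes regulated by PXR and CAR, 5 rose, among them Cyp2c55 (2.62) and Gstm3 (1.61), and 4 fell, among them Cyp2b13 (-3.65) and Cyp2b10 (-1.35). Cyp3a11, a classical PXR target, was at 0.22 (adjusted p = 0.26 from limma).

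Other groups changed in the same livers. Bile duct markers rose as a list (camera adjusted p = 0.0018, and adjusted p = 0.29 with an estimated correlation). The 4 of 8 that passed included Krt23 (2.69) and Cd24a (1.81). Krt19 (0.35), Krt7 (0.26), Muc1 (-0.08) and Cftr (-0.01) did not pass. Neutrophil genes rose too (4 of 9, camera adjusted p = 0.00085, and 0.29 with an estimated correlation). They included S100a8 (2.84), S100a9 (2.62) and Mmp8, which was near the floor (2.37 in WT and 2.81 in Abcb11-/- livers). Csf3r (0.29) and Cxcr2 (-0.02) did not pass. Oxidative stress genes also rose (3 of 10, Gsta2 at 1.89, Nqo1 at 0.82, camera adjusted p = 0.00085, and 0.29 with an estimated correlation). Male-biased liver genes fell (4 of 6, Cyp2d9 at -3.50; 1 rose, Cyp4a12a at 3.26; 0.00085 and 0.29), and female-biased genes too (2 of 7, Sult3a1 from 8.9 to the floor at 2.80; 0.0019 and 0.29). None of 17 stellate cell and matrix genes passed the test (median log2 fold change 0.18, camera adjusted p = 0.13). Several were near the floor, among them Col1a2 (2.59 in WT and 2.61 in Abcb11-/- livers) and Timp1 (2.65 and 3.02). The result therefore does not show that matrix genes were unchanged. The largest rises outside these lists were in Tinag (to 7.70), Ubd (8.23) and Slc1a1 (7.02), which were at the floor in WT livers (2.56, 3.14 and 2.67), so their folds are lower bounds. Genes next to Abcb11 carried along from another strain are a possible explanation for some of the 1238 calls. Of its 200 nearest genes 6.5% were called, against 7.24% of all genes, so no excess was seen there. Of the 10 splits of the 6 livers into 3 and 3, the real one gave 1238 genes and the highest other 0, which is 1 of 10 and too few splits for a share under 0.05. The splits of the lung arrays numbered 4, all with 0 genes, which is too few as well.

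In the lung, the glycolysis genes were 0.59 higher at PN0 with an Abcb11-/- mother. A rise above the foetal level in that lung is argued against by its median change from E18.5 to PN0, -0.043 (-0.72 with a WT mother, where the SD of random lists was 0.08). The difference may therefore lie in a fall at birth that the lung of the Abcb11-/- mother lacked. This was not limited to glycolysis, since heart muscle genes (-0.55 with a WT mother, -0.14 with an Abcb11-/- mother) and fibroblast genes (-0.47 and 0.08) went the same way, and 186 genes changed at least 2-fold from E18.5 to PN0 with a WT mother against 86. Why the PN0 array of the WT mother moved further was not tested. More heart muscle in that lung stays open, since 1 of the 20 genes differed by more than the heart muscle gene furthest apart, Ankrd1 (1.59), and 7 by more than the heart muscle median (0.74). The glycolysis median was also below the heart muscle median with a mean log2 value of at least 6 (0.66 and 0.70). With averaged probe sets the glycolysis median was above the heart muscle median (0.58 and 0.51). Hypoxia-inducible factor targets had a median difference of 0.27 at PN0 (10 of 37 at least 1.5-fold higher, 3 lower), with Egln3 at 8.38 and 8.34 at E18.5 and 5.03 and 7.68 at PN0.

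All 6 lung arrays carried Y-linked genes, so a single pup on any of them would be male, with Xist at its background. RNA of a single pup on each lung array of an Abcb11-/- mother is argued against by Xist, which lay 1.29 or more above the lung array where it was lowest (an SD over all genes of 0.33 to 0.45 at E17.5 and PN0). At E18.5 it was 1.85 higher than with a WT mother, while Eif2s3y (-1.41), Kdm5d (-1.21) and Uty (-1.54) were lower (SD 0.26). RNA of a single pup on each lung array of a WT mother stays open, with Xist at most 0.79 above the lowest array there. That lowest array, at E18.5, is itself from a WT mother, so this comparison cannot decide the question. Xist was at 8.34 to 9.13 on the arrays of WT mothers, whose medians were 3.64 to 3.66. No array of a male gives the background of Xist, so these levels do not settle it either. Slco4a1 was dim in the lung (3.13 and 3.04 at PN0) and Slco4c1 was at 6.15 and 6.47. Over the lung stages, Inmt rose by 4.92 and Chil1 by 4.58 on the log2 scale from E17.5 to PN0 (adjusted p = 0.027 and 0.0090 from limma), and Alb and Afp fell, both of which the E17.5 array of the Abcb11-/- mother carries at raised levels.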
